# Bone marrow-derived monocytes give rise to self-renewing and fully differentiated Kupffer cells

**DOI:** 10.1038/ncomms10321

**Published:** 2016-01-27

**Authors:** Charlotte L. Scott, Fang Zheng, Patrick De Baetselier, Liesbet Martens, Yvan Saeys, Sofie De Prijck, Saskia Lippens, Chloé Abels, Steve Schoonooghe, Geert Raes, Nick Devoogdt, Bart N. Lambrecht, Alain Beschin, Martin Guilliams

## Abstract

Self-renewing tissue-resident macrophages are thought to be exclusively derived from embryonic progenitors. However, whether circulating monocytes can also give rise to such macrophages has not been formally investigated. Here we use a new model of diphtheria toxin-mediated depletion of liver-resident Kupffer cells to generate niche availability and show that circulating monocytes engraft in the liver, gradually adopt the transcriptional profile of their depleted counterparts and become long-lived self-renewing cells. Underlining the physiological relevance of our findings, circulating monocytes also contribute to the expanding pool of macrophages in the liver shortly after birth, when macrophage niches become available during normal organ growth. Thus, like embryonic precursors, monocytes can and do give rise to self-renewing tissue-resident macrophages if the niche is available to them.

## Abstract (web summary)

Tissue-resident macrophages are mostly derived from embryonic progenitors. Scott *et al*. develop a mouse model to specifically deplete Kupffer cells (KC) *in vivo* and show that monocyte-derived cells can repopulate KC niche and behave similar to their embryonically-derived counterparts.

Tissue-resident macrophages (mφs) are found in all organs of the body, where they are adapted to perform specific functions required for tissue homeostasis^1^. Contrary to most immune cells which derive from hematopoietic stem cells, tissue-resident mφs develop prenatally from embryonic progenitors, including yolk-sac mφs and foetal liver monocytes^2^,^3^,^4^,^5^,^6^,^7^,^8^,^9^,^10^. The specific contributions of these two types of embryonic progenitors differs between tissue-resident mφ populations^2^,^3^,^6^,^8^,^9^,^10^,^11^. Crucially, mφs of embryonic origin, irrespective of progenitor type, have the capacity to self-renew and hence in most tissues the mφ niche remains populated by these embryonically derived mφs in adulthood, with no input from circulating monocytes^2^,^3^,^6^,^7^,^8^,^12^. Indeed monocytes only seem to contribute to the tissue-resident mφ niche following lethal irradiation and under these circumstances the monocyte-derived mφs are quite distinct from their embryonic counterparts^13^,^14^. These new insights have undermined the concept of the common mononuclear phagocyte system, where the circulating monocyte was seen as the central progenitor of all tissue mφs (ref. 15). However, circulating monocytes do contribute to the macrophage pool in the intestine and the heart. In these tissues, mφs of embryonic origin are replaced by circulating monocytes after birth and these monocyte-derived mφs are subsequently continuously replenished by the same monocyte progenitors throughout life^4^,^10^. These recent studies have lead to the dogma that circulating monocytes cannot generate self-renewing tissue-resident mφs (ref. 2). However, it may also be that these tissues are not permissive to mφ self-renewal irrespective of their origin and hence the validity of this dogma remains unclear. To examine if circulating monocytes have the capacity to generate self-renewing mφs we sought to create space in a mφ niche where self-maintenance occurs. Here, we demonstrate that circulating monocytes can generate self-renewing *bona fide* Kupffer cells (KCs), the resident mφs in the liver.

## Results

### Identification of *Clec4f* as a KC-specific gene

To date, it has been impossible to selectively deplete only one population of tissue-resident mφs, without disturbing the entire mononuclear phagocyte system. Thus we first sought to generate an *in vivo* model in which the liver KC niche could be selectively emptied. To this end, we identified unique KC genes, by comparing KCs to other tissue-resident mφs previously arrayed by the Immgen Consortium^16^ (Fig. 1a,b). Analysis of the tissue-specific expression of these genes using BioGPS revealed *Clec4f* to be liver-specific (Supplementary Fig. 1). This in combination with the fact that Clec4F has been previously described as a KC-specific marker^13^,^17^, led us to follow-up on this C-type lectin. To validate this, we generated and administered Technetium-99 labelled Clec4F-specific nanobodies to mice and performed whole-body imaging. The Clec4F-specific-binding signal was restricted to the liver (Fig. 1c), while non-specific signals were observed in the kidney and bladder, the normal pathway of nanobody (Nb) excretion. Flow cytometric analysis of whole liver homogenates confirmed that Clec4F was a KC-specific marker, with all Clec4F^+^ cells having the CD45^+^F4/80^+^CD11b^int^ phenotype of KCs (Fig. 1d), while mφs in other tissues did not express Clec4F (Fig. 1e).

### Generation and validation of a KC-DTR mouse model

We next generated a mouse in which KCs expressed the human diphtheria toxin receptor (KC-DTR mice) by introducing an expression cassette encoding for an internal ribosome entry site, a yellow fluorescent protein (YFP), a self-cleaving 2A peptide and the human DTR into the 3′ untranslated region of the *Clec4f* gene (Fig. 2a). YFP expression confirmed specific labelling of KCs in KC-DTR mice (Fig. 2b–d) and administration of diphtheria toxin (DT) resulted in 100% ablation of F4/80^+^CD11b^int^ KCs within 24 h (Fig. 2e,f). All other tissue-resident mφs were left intact after systemic DT administration (Fig. 2g and Supplementary Fig. 2). Importantly, DT-mediated loss of KCs did not result in overt inflammation in the liver, as there was no eosinophil or neutrophil infiltration (Fig. 2h and Supplementary Fig. 3), and mice appeared healthy.

### Depleted embryonic KCs are replaced by monocyte-derived KCs

Using this model, we next investigated the consequences of completely emptying the KC niche. Within a period of 4 (96 h)–14 days (336 h) of DT administration, a population of Clec4F^+^F4/80^+^ cells resembling KCs gradually appeared in the liver (Fig. 3a,e and Supplementary Fig. 4). These arose through an F4/80^+^Clec4F^−^ intermediate, which could be seen in the liver already 48 h after DT administration (Fig. 3a,e). To examine the origin of the repopulating liver mφs, we generated shielded bone marrow (BM) chimeras in which KC-DTR mice were irradiated with their abdomen shielded to prevent genotoxic radiation damage and inflammation in the liver. In addition, abdomens were shielded from irradiation to prevent any confounding effects of irradiation on the origins of the KC population. These were then reconstituted with congenic wild-type BM (Fig. 3b). Administration of DT depleted KCs in these mice and these were subsequently repopulated at a chimerism level equal to that of blood Ly6C^hi^ monocytes (Fig. 3c,d), demonstrating that the repopulating KCs were of BM origin. As the initial stages of KC repopulation following DT depletion were associated with a transient increase in Ly6C^hi^ monocytes in the liver (Fig. 3e), we examined directly whether the repopulating KCs were derived from Ly6C^hi^ monocytes. Thus we adoptively transferred CD45.1^+^ BM Ly6C^hi^ monocytes (Supplementary Fig. 5a) into CCR2^−/−^xKC-DTR mice which had received DT to deplete the endogenous KCs. This confirmed that Ly6C^hi^ monocytes act as progenitors of the repopulating KCs (Fig. 3f). Thus, hereafter we refer to these as monocyte-derived KCs (mo-KCs).

### Mo-KCs compete with em-KCs for KC niche repopulation

These results suggest that availability of an empty KC niche, as achieved by depletion of embryonic KCs (em-KCs), allows circulating monocytes to differentiate into mo-KCs. To determine if recruited monocytes were able to compete with em-KCs, we next titrated the dose of DT to only partially deplete the liver niche of KCs (Fig. 4a–c). Treatment with 2 ng of DT depleted ∼80% of em-KCs and similarly to full-depletion triggered a transient appearance of Ly6C^hi^ monocytes followed by F4/80^+^Clec4F^−^ mφs and the subsequent restoration of the full F4/80^+^Clec4F^+^ KC population (Fig. 4d,e). To examine whether the recruited monocytes were responsible for this repopulation, we generated shielded chimeras, reconstituted them with congenic wild-type BM and then administered the partial dose of DT (Fig. 4f). Under these conditions, the level of chimerism averaged only 50% of that of blood Ly6C^hi^ monocytes (Fig. 4g), despite ∼80% of resident em-KCs having been depleted. Thus monocyte differentiation could not account for the complete repopulation of the KC niche when a proportion of endogenous em-KCs remained. We thus hypothesized that proliferation of the remaining em-KCs may also play a role in the repopulation of the KC niche. This was confirmed in two ways. First, we found increased proportions of Clec4F^+^ KCs expressing the proliferation marker Ki-67 between 36 and 96 h after DT administration (Fig. 4h,i). Second, we measured an increased number of F4/80^+^Clec4F^+^ KCs between 36 and 72 h (Fig. 4j). This expanded population of F4/80^+^Clec4F^+^ KCs at 72 h can only be of embryonic origin as Clec4F^+^ mo-KCs are not observed until 96 h post depletion (Fig. 3a,e). Thus, following partial depletion, monocytes compete with proliferating resident em-KCs for niche occupancy.

### Mo-KCs are highly homologous to em-KCs

Using full-body genotoxic irradiation to deplete em-KCs, others found that hematopoietic cells can give rise to liver mφs, but the resulting cells acquired <50% of the tissue-specific enhancers of their em-KC counterparts^13^. This could suggest that a substantial component of the KC-specific gene signature may reflect embryonic origin, thus, we investigated whether our mo-KCs adopted the characteristic features of em-KCs. Scanning electron microscopy (SEM) of FACS-purified em-KCs and mo-KCs showed the two cell-types to be morphologically similar, being large, granular and with an adherent appearance (Fig. 5a). In addition, mo-KCs and em-KCs were equally capable of phagocytozing pHRodo-labelled *Escherichia coli* bioparticles (Fig. 5b). Finally, we performed microarray analysis on mo-KCs obtained 15 and 30 days post depletion (Supplementary Fig. 5b); comparing their transcriptional profiles with em-KCs. 

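The arrays measured sorted KCs from 19 samples. Em-KCs were on 11 arrays, of which 3 came from WT mice, 3 from untreated KC-DTR mice, 1 from an untreated WT littermate and 4 from WT littermates 15 or 30 days after DT (2 each). Mo-KCs from KC-DTR mice were on 3 arrays at day 15 and 5 arrays at day 30 after DT, and the sample labels call the arrays of a group biological replicates. Clec4f, the lectin gene that carries the DTR cassette and whose protein was used for the sort, lay between 12.17 and 12.67 on the log2 scale in em-KCs. It was 12.18 ± 0.03 (SD, n = 3) in day 15 mo-KCs and 11.25 ± 0.62 (SD, n = 5) in day 30 mo-KCs, where replicate 1 had 12.29 and replicates 2 to 5 had 10.66 to 11.24. The Clec4f difference at day 30 was -1.26 on the log2 scale (standard error 0.16, adjusted p = 1.6e-04 from limma), and within the 13 arrays described next it was -0.74 (adjusted p = 0.175 from limma). The 3 WT em-KC arrays and day 30 mo-KC replicates 3 to 5 differed from the other 13 arrays in sex-linked genes. Xist, the RNA that silences an X chromosome in female cells, was 9.00 ± 0.25 (SD, n = 3) in the WT em-KCs, 9.30 ± 0.24 (SD, n = 3) in day 30 replicates 3 to 5 and 4.25 ± 0.13 (SD, n = 13) in the others, and the Y-linked gene Eif2s3y was 3.90 ± 0.33, 3.50 ± 0.18 and 7.80 ± 0.18. These levels point to female mice for the 6 arrays and to male mice for the other 13. Sex and array batch are not given per sample in the sources used here, so several results are also given within these sets of 13 and 6 arrays. The authors deposited log2 values after Robust Multi-array Average and quantile normalization between arrays. Probesets paired with 1 gene symbol were kept and the probeset with the highest mean was used for each gene, as in the Methods, which left 19938 genes. These were tested with limma in 1 fit of 3 groups (em-KCs, day 15 mo-KCs and day 30 mo-KCs), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The number of arrays limits the precision, and the median half-width of the confidence interval of a log2 difference from em-KCs was 0.21 at day 30 and 0.25 at day 15.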

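Among the KC arrays alone, mo-KCs and em-KCs lay apart on the second principal component of the 2991 most variable genes. It held 16.1% of the variance and was -6.99 ± 1.57 (SD, n = 11) in em-KCs and 9.62 ± 7.98 (SD, n = 8) in mo-KCs, and every mo-KC array lay above every em-KC array (exact permutation test, two-sided, p = 1.3e-05, the smallest that 75582 splits allow, and 4.0e-05 after adjustment over 3 components). On this component day 30 mo-KC replicates 3 to 5 scored 16.9 to 21.9, the other 5 mo-KC arrays 1.25 to 7.91 and the em-KC arrays -8.84 to -3.63. The first component held 38.4% of the variance and did not separate mo-KCs from em-KCs (exact permutation p = 0.292). Its mean was -19.3 over the 6 arrays with low Y-linked genes and 8.92 over the other 13. Among em-KCs, 45 of 55 hepatocyte genes were higher and 15 of 25 immediate-early genes were lower in the 3 WT arrays than in the other 8 (limma). Neither set passed with an estimated correlation (adjusted p = 0.323 and 0.456 from limma camera). Albumin (Alb) was 12.50 ± 0.08 (SD, n = 3) in WT em-KCs, 11.07 ± 0.68 (SD, n = 3) in day 30 mo-KC replicates 3 to 5 and 10.25 ± 0.65 (SD, n = 13) in the others. Fos, an immediate-early transcription factor, was 7.67 ± 0.09, 7.65 ± 0.65 and 10.42 ± 0.34 in the same order, and Egr1, another one, was 7.33 ± 0.24, 7.32 ± 0.09 and 10.40 ± 0.40. The arrays of the other tissue-resident mφs in Fig. 5c were not used here.

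**Figure D1:**
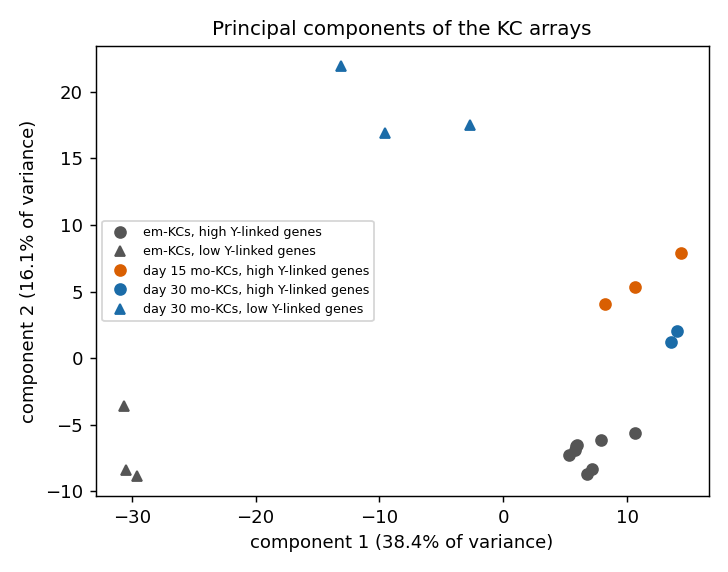
First (horizontal) and second (vertical) principal component scores of the 19 KC arrays, 1 point per array, coloured by group and shaped by the level of the Y-linked genes. Em-KCs and mo-KCs part on the second component (means of -6.99 and 9.62), the 6 arrays with low Y-linked genes lie to the left on the first, and the 3 mo-KC arrays among them lie highest on the second.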

Principle component analysis (PCA) showed that mo-KCs and em-KCs clustered together and separately from the other tissue mφs (Fig. 5c). The mo-KCs expressed the 100 most specific em-KC-associated genes identified through comparison of em-KCs with other tissue-resident mφ populations (Fig. 5d). 

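Of 40 measured genes of KC identity, 20 at day 30 and 22 at day 15 had a 95% confidence interval of the log2 difference within 1.5-fold of em-KCs. At the same days 16 and 14 of them fell (limma, adjusted p under 0.05). Vsig4, a complement receptor that captures bacteria from blood, was 12.93 ± 0.06 on the log2 scale in em-KCs (SD, n = 11), 12.77 ± 0.05 in day 15 mo-KCs (SD, n = 3) and 12.83 ± 0.07 in day 30 mo-KCs (SD, n = 5). Clec1b, a lectin gene, was 11.49 ± 0.20, 11.57 ± 0.08 and 11.55 ± 0.12 in the same groups. Cd5l, a secreted scavenger receptor protein, was 12.66 ± 0.07, 12.56 ± 0.04 and 12.50 ± 0.11. For Vsig4, Clec1b and Cd5l the 95% confidence intervals of the log2 difference ran from -0.30 to 0.31 at day 15 and from -0.29 to 0.25 at day 30. Other KC genes were lower. C6, a component of the membrane attack complex, fell by 1.48 at day 15 (standard error 0.14, adjusted p = 7.6e-07 from limma) and by 0.92 at day 30 (standard error 0.11, adjusted p = 7.3e-05 from limma), and stood at 10.82 ± 0.30 (SD, n = 5) at day 30. C4b, which acts early in the complement cascade, fell by 1.42 and 1.17 at day 15 and day 30 (adjusted p = 3.9e-05 and 5.7e-05 from limma). Cd207, which encodes langerin and lies next to Clec4f in the GRCm38.p6 annotation, was higher by 1.20 and 1.45 (adjusted p = 5.1e-04 and 3.3e-06 from limma). It was at 10.62 to 11.02 in untreated KC-DTR em-KCs, 10.01 to 10.71 in the other em-KCs and 11.45 to 11.94 in mo-KCs. The rise was thus smaller against em-KCs of the mo-KC genotype, though every mo-KC array lay above them. The list of KC identity has 45 genes. At day 30, 16 of the 40 measured fell and 1 rose in limma over all genes, and 25 fell and 2 rose when adjusted over the list alone. At day 15, 14 fell and 1 rose (17 and 1 when adjusted over the list alone). The list holds genes that the study picked on these arrays for Fig. 5g, so its direction is not independent evidence. Without those genes, 8 of 32 fell and 1 rose at day 30, and 6 fell and 1 rose at day 15. As a set that includes the Fig. 5g genes, KC identity genes were lower than other genes at both days (limma camera, adjusted p = 5.7e-31 at day 30 and 1.8e-39 at day 15, and 1.5e-05 and 3.0e-06 with an estimated correlation). No adjusted set test is given here without the Fig. 5g genes, where the mean change was -0.31 at day 30 and -0.41 at day 15. With them it was -0.72 and -0.90. Within the 13 arrays 12 of the 40 genes fell and 1 rose at day 30. Without the Fig. 5g genes, 4 of 32 fell at day 30 within the 13 arrays and 6 within the 6 arrays. With the array set as a block, 10 of these 32 fell, and 1 rose in each of these fits. With an estimated correlation the set of 40 passed within the 13 arrays and with the array set as a block (adjusted p = 4.7e-05 and 1.5e-05 from limma camera). It did not pass within the 6 arrays (adjusted p = 0.114 from limma camera). The mean change of the 40 genes there was -0.68, close to the -0.72 over all arrays, and 14 fell and 1 rose. Of 19 transcription factors of KCs, 16 had an interval within 1.5-fold of em-KCs at each day and only Spic, a factor for macrophages that handle iron, was called, with a difference of -0.54 at day 30 (adjusted p = 0.013 from limma). Without day 30 replicate 3 or replicate 5 Spic fell by 0.52 and 0.48 and was not past the threshold (adjusted p = 0.0603 and 0.0684 from limma), nor was it within the 13 arrays with high Y-linked genes (adjusted p = 0.621 from limma).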

Mo-KCs also expressed similar levels of the genes associated with iron (Fig. 5e) and lipid (Fig. 5f) metabolism, two putative em-KC functions. 

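Transcripts of iron handling were abundant in mo-KCs, and several were lower than in em-KCs. Slc40a1, which encodes the iron exporter ferroportin, was 12.46 ± 0.12 on the log2 scale in em-KCs (SD, n = 11) and 12.26 ± 0.02 in day 30 mo-KCs (SD, n = 5), a difference of -0.20 with a 95% confidence interval of -0.34 to -0.06 (adjusted p = 0.183 from limma). Hmox1, the heme oxygenase that breaks down heme, was 12.73 ± 0.12 in em-KCs and fell by 0.47 at day 30 (standard error 0.09, adjusted p = 0.0065 from limma), while its difference at day 15 was -0.36 (adjusted p = 0.223 from limma). Cd163, the receptor for haptoglobin-bound hemoglobin, fell by 1.86 at day 15 and by 1.97 at day 30 (adjusted p = 5.1e-04 and 2.2e-05 from limma). Marco, a scavenger receptor for bacteria, fell by 1.55 at day 15 and by 0.97 at day 30 (adjusted p = 8.1e-04 and 0.014 from limma), and without day 30 replicate 3 or replicate 5 the latter did not pass (adjusted p = 0.0612 and 0.0684 from limma). Of the 7 genes labelled in Fig. 5e, 3 were lower at day 30 (Hmox1, Cd163 and Marco) and 4 were not called, and at day 15 2 were lower and 5 were not called. Among 33 measured genes of iron and heme handling, 5 fell and none rose at day 30 (7 and 0 when adjusted over the list alone), 2 fell and none rose at day 15 (3 and 0 when adjusted over the list alone), and 22 and 23 had an interval within 1.5-fold of em-KCs. The set was lower than other genes (limma camera, adjusted p = 8.5e-08 at day 30 and 2.1e-05 at day 15, and 0.0031 and 0.0095 with an estimated correlation). At day 30, 1 iron gene fell within the 13 arrays and 10 fell within the 6 arrays, where the set did not pass with an estimated correlation (adjusted p = 0.157 from limma camera). The iron set did pass so within the 13 arrays and with the array set as a block (adjusted p = 0.00693 and 0.0167 from limma camera). For lipid metabolism, the lipoprotein lipase gene Lpl was 11.45 ± 0.18 in em-KCs, 11.42 ± 0.10 at day 15 and 11.11 ± 0.37 at day 30, and Cd36, a fatty acid receptor, was 10.65 ± 0.37, 10.28 ± 0.20 and 10.31 ± 0.18. Apoc1, an apolipoprotein, fell by 1.13 at day 15 and by 0.76 at day 30 (adjusted p = 2.4e-09 and 8.8e-08 from limma). It was the only gene called among the 21 measured genes of Fig. 5f at either day. Of 42 measured genes of lipid metabolism, 1 fell and none rose at each day, 5 fell at day 30 and 1 at day 15 when adjusted over the list alone, and 30 and 31 had an interval within 1.5-fold. This set was lower at day 30 (limma camera, adjusted p = 9.7e-07, and 0.0226 with an estimated correlation) and at day 15 (adjusted p = 0.0423 from limma camera, and 0.388 with an estimated correlation). The lipid set did not pass within the 13 arrays at day 30 (adjusted p = 0.258 from limma camera, and 0.346 with an estimated correlation) or at day 15 (adjusted p = 0.106 from limma camera), and with the array set as a block the day 30 call did not pass with an estimated correlation (adjusted p = 0.107). Within the 13 arrays with high Y-linked genes, which hold 2 day 30 arrays, the day 30 differences of Hmox1 and Marco were -0.27 and -0.74 (adjusted p = 0.605 and 0.439 from limma). Hepatocyte transcripts vary between the arrays, and the median difference over 55 hepatocyte genes was -0.36 at day 30 and -0.54 at day 15 (limma camera, adjusted p = 5.6e-04 and 1.3e-08, and 0.615 and 0.440 with an estimated correlation). Against the 8 em-KC arrays of the KC-DTR colony the day 30 direction was reversed and did not pass (adjusted p = 0.191 from limma camera). The set did not pass either without day 30 replicate 1 or replicate 2 (adjusted p = 0.164 and 0.0954 from limma camera). The mean of these genes was 8.66 ± 0.07 in WT em-KCs (SD, n = 3), 7.13 ± 0.24 in the other em-KCs (SD, n = 8) and 7.20 ± 0.56 in day 30 mo-KCs (SD, n = 5). At day 30, 1 of the 55 fell over all arrays, 27 fell with the array set as a block, 7 within the 13 arrays and 32 within the 6 arrays, where their median difference was -1.32. The hepatocyte set passed as lower at day 30 with the array set as a block (adjusted p = 2.8e-29 from limma camera, and 0.0455 with an estimated correlation). Its median difference in that fit was -0.78. With an estimated correlation it did not pass within the 13 or the 6 arrays (adjusted p = 0.115 and 0.202 from limma camera). Hpx, a hepatocyte gene labelled in Fig. 5e and a member of the iron set, was 7.73 ± 1.06 in em-KCs (SD, n = 11) and fell at day 30 by 1.45 with the array set as a block and by 1.97 within the 6 arrays (adjusted p = 0.00138 and 0.00299 from limma).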

Consistent with the high degree of genetic homology between mo-KCs and em-KCs, we found only 54 genes to be differentially expressed, of which merely 12 were >1.5-fold different, with the greatest mean difference being only 3.5-fold (*Cd209f;* Fig. 5g). 

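The largest measured losses in day 30 mo-KCs were in C2, Cd209f, Bmpr1a, Ifi208 and Timd4, and the largest gains were in Tspan32, Ccr3 and Gdf3. C2, a complement component of the classical pathway, was 9.22 ± 0.20 on the log2 scale in em-KCs (SD, n = 11) and fell by 3.02 at day 30 (standard error 0.13, adjusted p = 9.6e-13 from limma), to 6.21 ± 0.31 (SD, n = 5), which is 8.10-fold. Cd209f, a C-type lectin, was 8.77 ± 0.81 in em-KCs and fell by 2.90 at day 30 (standard error 0.37, adjusted p = 1.3e-04 from limma) and by 3.55 at day 15 (standard error 0.45, adjusted p = 8.6e-05 from limma), which are 7.47-fold and 11.7-fold. Over both days together Cd209f had the largest measured difference of all called genes, -3.23 on the log2 scale. Sdc2, a heparan sulfate proteoglycan, fell by 2.07 at day 30. Bmpr1a, a receptor for bone morphogenetic proteins, fell by 2.61 to 3.97 ± 0.28 (SD, n = 5). Background levels of the probesets are not given in the sources used here, so the size of a fall to a low level has that limit. Ccr3, a chemokine receptor, rose by 1.87 at day 30 and 2.70 at day 15 (adjusted p = 3.5e-04 and 2.6e-05 from limma), and the tetraspanin gene Tspan32 rose by 1.97 and 1.85 (adjusted p = 8.8e-08 and 3.1e-06 from limma). Of the 12 genes labelled in Fig. 5g, 11 were measured on a probeset of 1 gene, of which 9 fell and 2 rose at each day. The study chose them on these arrays. Their day 30 differences were at least 1.81 on the log2 scale, or 3.51-fold, in size. Beyond these 11 genes, Gdf3, a ligand of the TGF-beta family, rose by 1.86, Insl6, a gene of the relaxin family, rose by 1.52 and the interferon-inducible gene Ifi208 fell by 2.44 at day 30 (adjusted p = 3.4e-04, 0.0010 and 1.3e-04 from limma). In all, 237 of 19938 genes differed between em-KCs and mo-KCs of both days, 89 higher and 148 lower, and 115 of them by at least 1.5-fold. Leaving out 1 array gave 157 (without day 15 replicate 3) to 252 genes. At day 30, 59 genes were higher and 98 lower, with 93 of these 157 changed by at least 1.5-fold and 14 by at least 1.5 on the log2 scale. The count of 157 was 305 without day 30 replicate 1, 316 without replicate 2, 93 without replicate 3 or replicate 4 and 98 without replicate 5. The count at 1.5-fold was 159 without replicate 1, 147 without replicate 2 and 67 without replicate 4. At day 15, 38 genes were higher and 62 lower, with 87 of these 100 changed by at least 1.5-fold and 22 by at least 1.5 on the log2 scale. Without day 15 replicate 3 these counts were 57 in all and 55 at 1.5-fold. The 95% confidence interval lay within 1.5-fold of em-KCs for 91.1% of genes at day 30 and for 87.8% at day 15. With the array set as a block, 514 genes were called at day 30, and within the 13 arrays with high Y-linked genes 65 were called, where Gdf3, Ifi208 and Insl6 differed by 1.06, -2.03 and 1.56 and did not pass (adjusted p = 0.175, 0.114 and 0.104 from limma). The paper relates the small number of genes that differed to a high degree of genetic homology between mo-KCs and em-KCs.

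**Figure D2:**
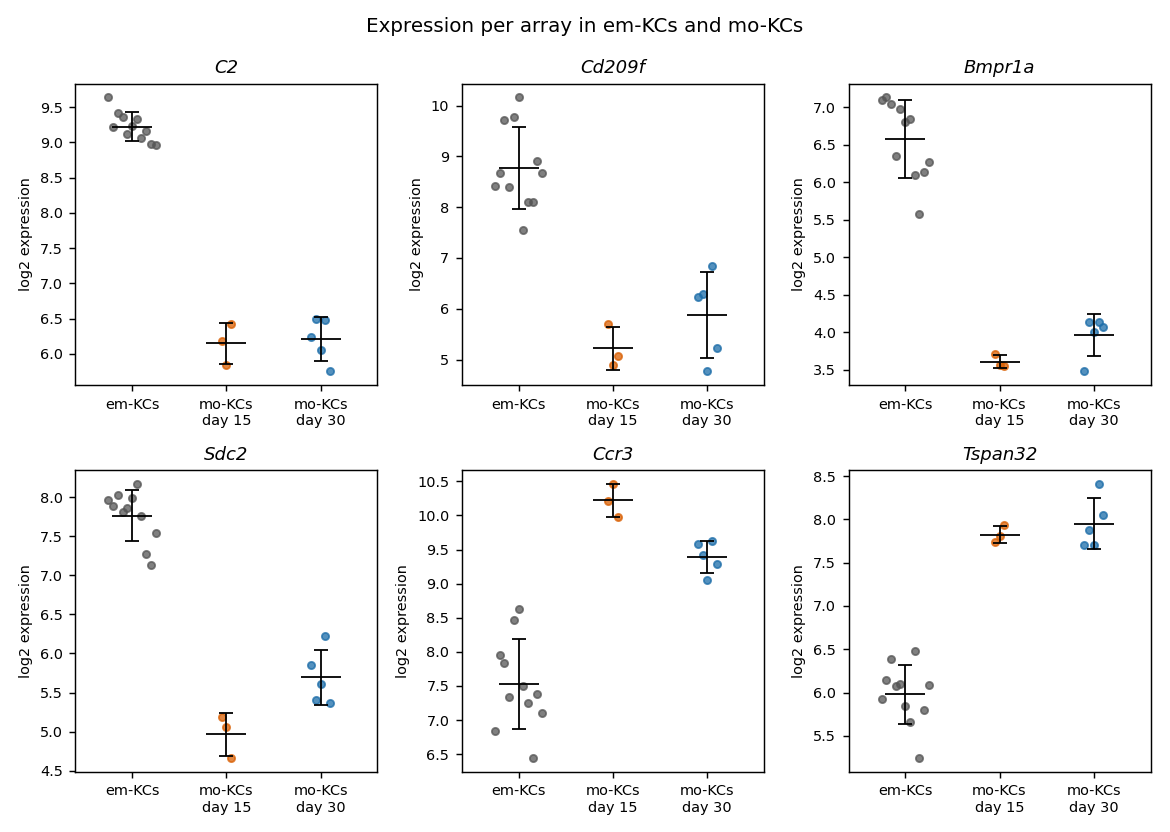
Expression per array (log2, vertical axis) of C2, Cd209f, Bmpr1a, Sdc2, Ccr3 and Tspan32 in em-KCs (11 arrays), day 15 mo-KCs (3 arrays) and day 30 mo-KCs (5 arrays), with bars at the mean and SD. No mo-KC array overlaps the em-KC arrays in any of the panels, and C2 ranges from 5.75 to 6.49 in day 30 mo-KCs and from 8.97 to 9.64 in em-KCs.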

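Most genes called in mo-KCs had measured levels nearer to em-KCs at day 30 than at day 15. Of the 237 genes called in mo-KCs, 163 (68.8%) had a smaller difference from em-KCs at day 30, and their median absolute difference was 0.54 at day 30 and 0.62 at day 15 on the log2 scale. Among genes with a smaller difference at day 30, Sdc2 went from 4.97 ± 0.27 (SD, n = 3) to 5.69 ± 0.35 (SD, n = 5) against 7.76 ± 0.32 in em-KCs (SD, n = 11). Cx3cr1, a receptor of patrolling monocytes, went from 9.68 ± 0.39 to 8.41 ± 0.32 against 7.26 ± 0.45 in em-KCs. Cd163 and Ifi208 had a larger difference at day 30. Cd163 was at 9.37 ± 0.20 at day 15 and 9.25 ± 0.64 at day 30, against 11.23 ± 0.40 in em-KCs. Ifi208 was at 6.53 ± 1.04 at day 15 and 4.63 ± 0.49 at day 30, against 7.08 ± 0.62 in em-KCs. Between the days, none of Sdc2, Cx3cr1, Cd163 and Ifi208 passed the threshold. Over the called genes, the root mean square difference of an array from the em-KC mean was 1.03 ± 0.02 (SD, n = 3) in day 15 mo-KCs and 0.854 ± 0.062 (SD, n = 5) in day 30 mo-KCs (exact permutation test, two-sided, p = 0.0179, the smallest that 56 splits allow, and 0.0446 after adjustment over 5 distance measures). Measured from the 8 em-KC arrays among the 13 arrays with high Y-linked genes, it was 1.04 ± 0.02 in day 15 mo-KCs (SD, n = 3) and 0.795 ± 0.014 in the 2 day 30 mo-KC arrays of that set (SD, n = 2), with an exact permutation p of 0.1, the smallest that 10 splits allow. The called genes were chosen for their difference in the same mo-KC arrays. This choice can enlarge the difference more in the smaller day 15 group. The share and the distances over these genes thus do not settle which day lies nearer. Over all 19938 genes the root mean square difference was 0.249 ± 0.016 at day 15 (SD, n = 3) and 0.282 ± 0.052 at day 30 (SD, n = 5; exact permutation p = 0.339), and 9761 genes (49.0%) had a smaller difference at day 30. The order turned round within the 13 arrays, measured from their 8 em-KC arrays, with 0.233 at day 15 (n = 3) and 0.201 at day 30 (n = 2; exact permutation p = 0.1, the smallest that 10 splits allow). Those 8 em-KC arrays themselves had 0.191 ± 0.010 (SD, n = 8), with a range of 0.176 to 0.204. Of the genes, 9208 (46.2%) had a smaller difference at day 30 within the 13 arrays. No share for unchanged genes is given here, so the shares over all genes do not settle the order either. The difference between the days was itself past the threshold for 4 genes, Timd4, Cxcl13, Ccr2 and Ptgs2 (limma), out of 1012 at an unadjusted p under 0.05. Of the genes called at both days, 20 were higher, 48 were lower and none went in opposite directions. Lists of these sizes drawn independently would share 0.112 and 0.305 genes. Simulated groups with no effect against the same em-KC arrays shared 0 on average. Such groups leave almost no called genes to share, so this does not show what the shared em-KC arrays add. With the em-KC arrays split between the days a median of 25 genes (22 to 32 over 20 splits) was shared, against 68. Each day then has fewer em-KC arrays, and how much of the fall comes from the shared arrays was not tested.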

Interestingly, day 30 mo-KCs were even closer to the em-KC profile than day 15 mo-KCs (Fig. 5g), suggesting that most genes would be equally expressed with further time after replenishment. To validate these differences at the protein level, we stained for Tim4 (a receptor for eat-me signals of apoptotic cells and damaged red blood cells, encoded by *Timd4*). Fitting with the temporal increase in *Timd4* mRNA expression, mo-KCs were found to gradually acquire Tim4 protein with time (Fig. 5h).

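Timd4, which encodes the phosphatidylserine receptor Tim4, was low in mo-KCs and rose between the time points. On the log2 scale it was 11.90 ± 0.10 in em-KCs (SD, n = 11), 8.16 ± 0.25 in day 15 mo-KCs (SD, n = 3) and 9.62 ± 0.18 in day 30 mo-KCs (SD, n = 5). The rise from day 15 to day 30 was 1.46 (standard error 0.12, adjusted p = 5.1e-07 from limma), or 2.76-fold, and every day 30 array lay above every day 15 array. At day 30 Timd4 was still below em-KCs, by a log2 difference of -2.28 (standard error 0.08, adjusted p = 2.2e-13 from limma), or 4.86-fold. Cxcl13, a chemokine that attracts B cells, also rose, from 6.99 ± 0.77 at day 15 to 9.56 ± 0.42 at day 30 (log2 difference 2.57, standard error 0.26, adjusted p = 2.5e-05 from limma), against 11.03 ± 0.25 in em-KCs. Ccr2, the chemokine receptor that brings monocytes into tissue, and Ptgs2, the inducible cyclooxygenase, went the other way. Ccr2 fell from 8.48 ± 0.30 at day 15 to 6.19 ± 0.40 at day 30 (log2 difference -2.29, standard error 0.24, adjusted p = 2.7e-05 from limma), against 5.58 ± 0.36 in em-KCs. Ptgs2 fell from 7.03 ± 0.09 to 5.76 ± 0.28 (log2 difference -1.27, standard error 0.15, adjusted p = 2.4e-04 from limma), against 5.51 ± 0.21 in em-KCs. Within the 13 arrays with high Y-linked genes the Ptgs2 difference was -1.11 (adjusted p = 0.0533 from limma).

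**Figure D3:**
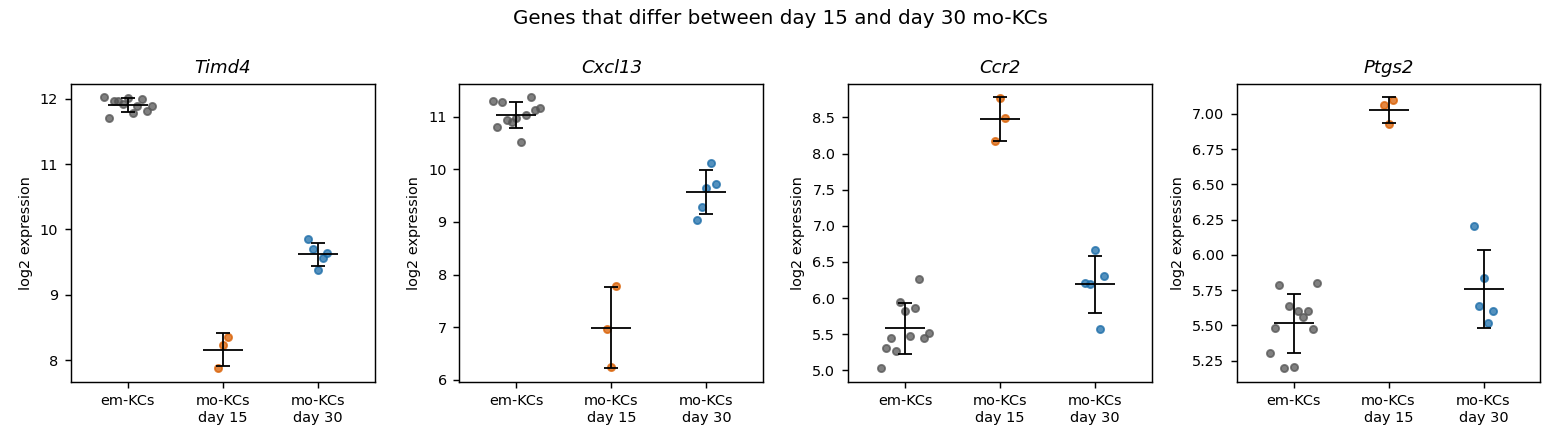
Expression per array (log2, vertical axis) of Timd4, Cxcl13, Ccr2 and Ptgs2 in em-KCs (11 arrays), day 15 mo-KCs (3 arrays) and day 30 mo-KCs (5 arrays), with bars at the mean and SD. For Timd4, the day 15 arrays lie between 7.88 and 8.36 and the day 30 arrays between 9.38 and 9.86.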

### Mo-KCs acquire the capacity to self-renew

Although it is currently believed that the property of self-maintenance is restricted to embryonic mφ progenitors^2^,^18^,^19^,^20^, the kinetics of KC repopulation (Figs 3e and 4d) suggested that monocytes may colonize the empty KC niche in a single wave and then self-renew. To explore this directly, we allowed the liver to be colonized by mo-KCs for 15 days after KC depletion, before subjecting the mice to shielded irradiation and reconstitution with congenic wild-type (WT) BM (Fig. 6a). Under these conditions, we could not observe KCs derived from newly recruited BM progenitors in the liver 5, 10 or 15 weeks after irradiation (Fig. 6b). Thus, the mo-KC population self-maintains for at least 4 months without any additional input from circulating monocytes. In support, we found that mo-KCs have the same degree of Ki-67 expression as unmanipulated em-KCs (Fig. 6c), suggesting they have equal rates of proliferation and self-renewal. These results demonstrate that once circulating monocytes gain access to an artificially emptied niche, they acquire the capacity to self-renew within 2 weeks.

### Mo-KCs are generated in the first weeks of life

We next sought to investigate if monocytes also give rise to KCs under more physiological conditions of mφ niche availability. We hypothesized that normal postnatal organ development might represent such a situation. Liver mass increases exponentially due to hepatocyte proliferation between birth and week 4 (ref. 21), and liver sinusoids are only properly fenestrated postnatally^22^. Liver growth was associated with an increase in the proportion (% of live CD45^+^ cells) and total number of KCs during the first weeks after birth, stabilizing at 4–5 weeks of age (Fig. 7a,b). To examine monocyte contribution during this period of development, we performed a single adoptive transfer of congenic BM into unmanipulated WT pups within the first 7 days after birth (Fig. 7c). Engrafted transplanted cells were identified 8–12 weeks later amongst the pool of KCs (Fig. 7d,e). Interestingly, splenic red pulp mφs and colonic mφs were also partially derived from transplanted cells, whereas alveolar mφs and microglia were not (Fig. 7d,e). These data demonstrate that circulating BM-derived monocytes are not only capable of repopulating the KC niche following artificial DT-mediated depletion but also contribute significantly to the KC pool in the growing liver after birth.

## Discussion

It was recently proposed that only mφs of embryonic origin have the capacity to self-renew^2^ and that genetic engineering of monocytes would be necessary to generate self-repopulating mφs *in vivo*^2^,^18^,^19^,^20^. However, we show here that BM-derived monocytes give rise to self-renewing KCs when the niche is rendered available. In addition to the unexpected ability of the BM mo-KCs to self-renew, mo-KCs show a significant phenotypical and transcriptional overlap with their embryonic counterparts. Indeed only 12 genes were ⩾1.5-fold differentially expressed between em- and mo-KCs, with some of these differences appearing to be only temporal. Importantly, availability of the KC niche to BM-monocytes is not an artifact of experimental KC depletion, but also occurs during the first weeks of life in unmanipulated mice, yielding a significant fraction of mo-KCs in the adult KC pool. Although these data seem to contrast with recent reports employing fate-mapping, which proposed that most resident mφs derive exclusively from embryonic precursors^3^,^5^,^6^,^7^,^12^, it is important to note that these previous studies were performed either in prenatal or adult mice, and thus will have missed the postnatal period of organ development. Two recent studies employing fate-mapping in the embryo in fact found a declining proportion of labelled mφs as mice reached adulthood^4^,^8^, and although this was unexplained in these studies, based on our findings we propose that this is due to dilution of the mφ pool by BM-derived monocytes during organ growth.

Integrating our data with previous work, we propose a model in which embryonic progenitors colonize the tissues before birth^2^,^3^,^4^,^5^,^6^,^7^,^8^, but as the mouse grows, BM-derived monocytes fill up additional mφ niches that become available, competing with the resident populations. This scenario occurs in the liver and spleen, but not in the brain or lung. Therefore, we propose to also incorporate niche accessibility in the model to explain the differing contributions of the distinct mφ progenitors to the tissue-resident mφ pools in various organs^23^. Accordingly, microglia in the brain arise exclusively from yolk-sac mφs as the niche is available and accessible to these progenitors while the blood–brain barrier later prevents foetal liver monocytes or BM-monocytes from accessing the brain mφ niche^8^,^12^. Conversely, alveolar mφs derive predominantly from foetal liver monocytes as the alveolar space is not formed and hence not accessible when yolk-sac mφs predominate in the embryo^6^,^12^. After birth, the lung epithelium impedes the influx of BM monocytes^23^, resulting in the exclusive foetal monocyte origin of alveolar mφs^2^,^6^,^8^. In addition, strong, but as of yet unknown, quorum sensing mechanisms appear to be at play, such that once mφ niches are full, there is no further input from circulating progenitors even in mφ niches that are accessible to BM-monocytes like the spleen and the liver. However, in the heart or intestine, the scenario of niche filling keeps repeating itself, and gradually all em-mφs are replaced^4^,^10^. In the intestine, niche availability is created in part by signals from the microbiome that likely compromise mφ lifespan^4^,^23^, whereas in the heart it might be mechanical damage causing mφ demise^24^. However, how monocytes are recruited to these tissues on niche availability remains an open question. IL-33 has been proposed to be involved during Listeria infection in the liver^25^ but whether this holds true under homeostatic conditions or in other tissues remains to be seen. Finally, although we show here that repopulation of the KC pool upon partial DT-mediated depletion occurs through the simultaneous proliferation of the remaining em-mφs and the differentiation of monocytes into mo-KCs, it appears that inflammation and tissue damage can influence the competition between these two repopulation mechanisms. Indeed, repopulation of the KC pool after *N*-acetyl-p-aminophenol overdose was shown to be solely mediated by em-KC proliferation^26^, while KC repopulation following Listeria monocytogenes was mainly driven by differentiation of monocytes into mo-KCs^25^. While these two studies appear contradictory, during Listeria infection, the remaining em-KCs did not proliferate^25^ perhaps explaining why mo-KCs were generated in this model compared with *N*-acetyl-p-aminophenol treatment. Thus, identifying the signals regulating em-KC proliferation and monocyte recruitment and differentiation in response to niche availability will be crucial in understanding and manipulating this process and hence future research should be focused on understanding the factors that control quorum sensing and lifespan in specific macrophage niches and how this is influenced by disease.

## Methods

### Mice

KC-DTR (CD45.1 and CD45.2), KC-DTRxCCR2^−/−^, wild-type (CD45.1, CD45.1/CD45.2 and CD45.2) C57Bl/6 (Harlan Olac) mice were maintained under specific-pathogen free conditions at the animal house of the VIB/UGent Inflammation Research Center. All mice were backcrossed for at least five generations onto the C57Bl/6 background and were used between 6 and 12 weeks of age unless otherwise stated. Male and female mice were used. All experiments were carried out in accordance with the ethical committee Ghent University—Faculty of Science/VIB.

### Construction of the KC-DTR mice

The Clec4F-specific knock-in mouse B6-Clec4f^tm1Ciphe^, termed here KC-DTR, was developed by the Centre d'Immunophénomique, Marseille, France.

### KC-DTR targeting vector

A genomic fragment encompassing exons 5–7 of the *Clec4F* gene was isolated from a BAC clone of C57BL/6J origin (clone no. RP23-84H4). Using ET recombination, an internal ribosome entry site-YFP-2A-hDTR-loxP-Cre-neoR-loxP cassette was introduced in the 3′ untranslated region of the *Clec4F* gene, downstream of the stop codon. Finally, the targeting construct was abutted to a DTA selection cassette and linearized.

### Isolation of recombinant embryonic stem cell clones

JM8.F6 C57BL/6N ES cells were electroporated with the linearized KC-DTR targeting vector. After selection in G418, ES cell clones were screened for proper homologous recombination by Southern blot. When tested on *Drdl*-digested genomic DNA, a probe used to identify proper recombination events hybridized to a 12.8-kb wild-type fragment. A neomycin-specific probe was used to ensure that adventitious non-homologous recombination events had not occurred in the selected ES clones.

### Production of knock-in mice

Properly recombined ES cells were injected into Friend Virus B (FVB) blastocysts. Germline transmission led to the self-excision of the loxP-Cre-NeoR-loxP cassette in male germinal cells. KC-DTR mice were identified by PCR of tail DNA. In brief, tails were digested overnight with proteinase K (500 μg ml^−1^) at 56 °C. DNA was precipitated by isopropanol, washed in ethanol and resuspended in TER buffer (Tris-HCl 10 mM, EDTA 1 mM, RNase H 20 μg ml^−1^). PCR were performed using a mixture of the three following primers: forward WT primer: 5′- *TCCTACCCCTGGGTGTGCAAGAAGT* -3′; forward KC-DTR primer: 5′- *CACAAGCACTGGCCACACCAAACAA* -3′; reverse WT/KC-DTR primer: 5′- *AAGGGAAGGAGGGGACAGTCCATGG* -3′; This trio of primers amplified a 321-bp band in the case of the WT allele and a 730-bp band in the case of the KC-DTR allele.

### Anti-Clec4f Nb generation

A Nb phage library with an estimated 7.3 × 10^7^ clones was generated by using peripheral blood lymphocytes isolated from an alpaca (*Vicugna pacos*) immunized with recombinant mouse Clec4f protein (R&D system) as described^27^. The selected Nbs were subcloned into the pHEN6 expression vector^28^, which fuses a 6 × His tag to the Nb C-terminus, and confirmed for Clec4F specificity via ELISAs and surface plasmon resonance. Nbs were produced in the periplasm of *E. coli* WK6 cells. Nbs against the *β*-lactamase BcII enzyme of Bacillus cereus (BCII10) with same His tag were used as a control Nb^29^.

### ^99m^Tc-Nanobody labelling and pinhole SPECT/μCT analysis

Nbs were labelled with ^99m^Technetium (^99m^Tc) via their His tag, purified and injected intravenously into mice (1.4±0.53 mCi in 100 μl, corresponding to ∼10 microgram Nb) as described^27^. One hour post injection, anaesthetised mice were imaged using μCT (Skyscan 1178; Skyscan) followed by pinhole SPECT (e.cam180; Siemens Medical Solutions) as described previously^27^.

### Isolation of tissue leukocytes

For the isolation of liver leukocytes, livers were isolated from PBS-perfused mice, chopped finely and incubated for 15–20 min with 1 mg ml^−1^ Collagenase A (Sigma) and 10 U ml^−1^ DNase (Roche) in a shaking water bath at 37 °C. For the isolation of lung, brain and spleen leukocytes, lungs, brains and spleens were isolated from PBS-perfused mice finely chopped and incubated for 30 min with 0.2 mg ml^−1^ Liberase TM (Roche) and 10 U ml^−1^ DNase (Roche) in a shaking water bath at 37 °C. Single cell suspensions from brain were then subjected to a 100:40 percoll gradient (Sigma) to isolate leukocytes. Colonic and small intestinal lamina propria leukocytes were isolated as described previously^30^,^31^.

### Generation of BM chimeras

In all, 6–10-week-old CD45.2 or CD45.1 KC-DTR or wild-type mice were anaesthetized by intraperitoneal administration of Ketamine (150 mg kg^−1^) and Xylazine (10 mg kg^−1^). Livers were protected with a 3-cm-thick lead cover before mice were lethally irradiated with 9 Gy. Once recovered from the anaesthesia, mice were reconstituted by intravenous administration of 10 × 10^6^ BM cells from congenic CD45.1, CD45.2 or CD45.1/CD45.2 BM from wild-type mice. Mice were left for at least 5 weeks before assessing chimerism in the blood and liver by flow cytometry.

### DT-mediated depletion

KC-DTR mice were depleted of KCs by a single intraperitoneal administration of 50 or 2 ng human DT (Sigma).

### Adoptive transfer of Ly6C^hi^ monocytes

Ly6C^hi^ monocytes were FACS-purified from the BM of congenic CD45.1^+^ wild-type mice as live CD45^+^CD11b^+^Ly6C^hi^Ly6G^−^CD115^+^ cells and administered intravenously into CD45.2^+^ KC-DTRxCCR2^−/−^ mice, which had received 50 ng DT i.p. 2–4 h before monocyte transfer to deplete endogenous KCs.

### Flow cytometry

Cells (0.5–5 × 10^6^) were stained with appropriate antibodies (Supplementary Table 1) at 4 °C in the dark for 20 min and were analysed with a Fortessa (BD Biosciences) and FlowJo software (TreeStar). KCs were sorted as live-gated CD45^+^Ly6C^−^Ly6G^−^SiglecF^−^F4/80^+^Clec4F^+^CD11b^int^ cells using an ARIA II or ARIA III (BD, Biosciences). The full list of antibodies used can be found in Supplementary Table 1.

### Assessment of proliferation

For the detection of Ki-67 expression, 3–5 × 10^6^ cells from liver homogenates were first stained with fixable viability dye eFluor780 as per manufacturer's instructions (eBioscience), anti-CD16/32 for blockade of Fc receptors and appropriate extracellular markers (Supplementary Table 1) in the dark at 4 °C. Cells were then fixed and permeabilized at 4 °C for 30 min with a FoxP3 staining buffer kit (eBioscience) before being stained with PerCp-Cy5.5 or BV786 labelled anti-Ki67 (561284, BD biosciences) in the dark at 4 °C for 45 min.

### Assessment of phagocytosis

Cells (2–3 × 10^6^) from liver homogenates were incubated with pHRodo *E. coli* bioparticles as per the manufacturer's instructions and were analysed by flow cytometry.

### Electron microscopy

Sorted em-KCs or mo-KCs were seeded in 24-well plates (Nunc; CellSeed Inc. Labware) and 2 h later, the cells were washed with PBS and fixed in 0.15 M cacodylate buffer with 2.5% paraformaldehyde and 2% glutaraldehyde for 2 h and processed and imaged as previously described^6^.

### Microarray

25,000 Em-KCs from WT and KC-DTR mice with and without DT and Mo-KCs from KC-DTR mice at day 15 and day 30 post DT administration were FACS-purified into 500 μl RLT buffer (Qiagen). RNA was isolated using the micro-RNA isolation kit (Qiagen) and sent to the Nucleomics facility, VIB Leuven, Belgium where the microarrays were performed using the GeneChip Mouse Gene 1.0 ST arrays (Affymetrix). Samples were subsequently analysed using R/Bioconductor. All samples passed quality control, and the Robust Multi-array Average procedure was used to normalize data within arrays (probeset summarization, background correction and log2-transformation) and between arrays (quantile normalization). Only probesets that mapped uniquely to one gene were kept, and for each gene, the probeset with the highest expression level was kept. Principle component analysis plots were created using the 15% of genes with the most variable expression.

### Adoptive transfer to neonates

Total 8 × 10^6^ CD45.1^+^ BM cells were injected intra-peritoneally in 50 μl PBS once to 0–7-day-old CD45.2 WT pups. Mice were sacrificed 8–12 weeks later and the CD45.1 donor-derived cells identified.

### Statistical analysis

Groups were compared with Two-way Student's *t*-test and multiple-group comparisons were performed using one or two way analysis of variance (ANOVA) followed by a Bonferroni post-test with Prism Software (GraphPad Software). Samples were assumed to be normally distributed with similar variance between groups. No randomization was used to determine experimental groups and no blinding of the investigator was performed. Group sizes were determined on the basis of previous experience. No data were excluded from the analyses.

## Additional information

**Accession codes:** All microarray data have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus public database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE75225.

**How to cite this article:** Scott, C. L. *et al*. Bone marrow-derived monocytes give rise to self-renewing and fully differentiated Kupffer cells. *Nat. Commun.* 7:10321 doi: 10.1038/ncomms10321 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-5 and Supplementary Table 1

## Figures and Tables

**Figure 1:**
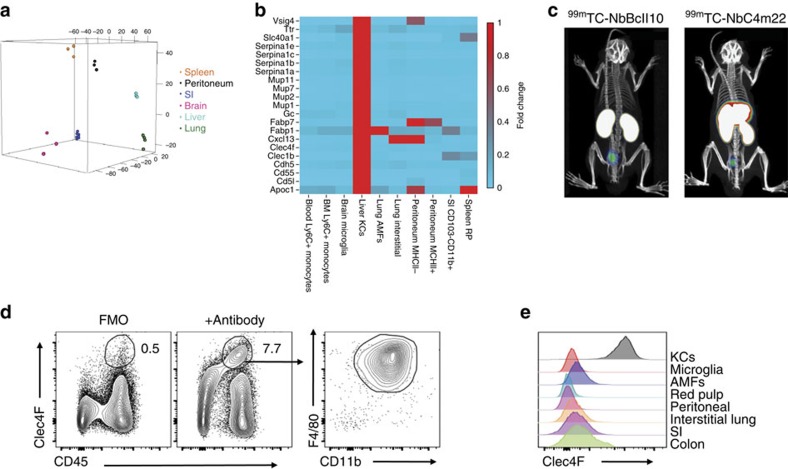
Identification of a KC-specific gene. (**a**) Principle component analysis of transcriptional profiles of KCs compared with other tissue-resident mφs. (**b**) Heatmap of mean fold change in core KC genes. Expression level in KCs was set at one. (**c**) SPECT/*μ*CT images 1 h post injection with control (NbBcII10) or anti-Clec4f (NbC4m22) ^99m^Technetium-labelled nanobodies. Representative of two experiments with *n*=6. (**d**) Clec4F, CD45, F4/80 and CD11b expression in liver cells. Representative of 5 experiments. (**e**) Clec4F expression by mφ populations. AMFs, alveolar mφs; red pulp, splenic red pulp mφs; SI, small intestinal Mφs; Representative of two experiments.

**Figure 2:**
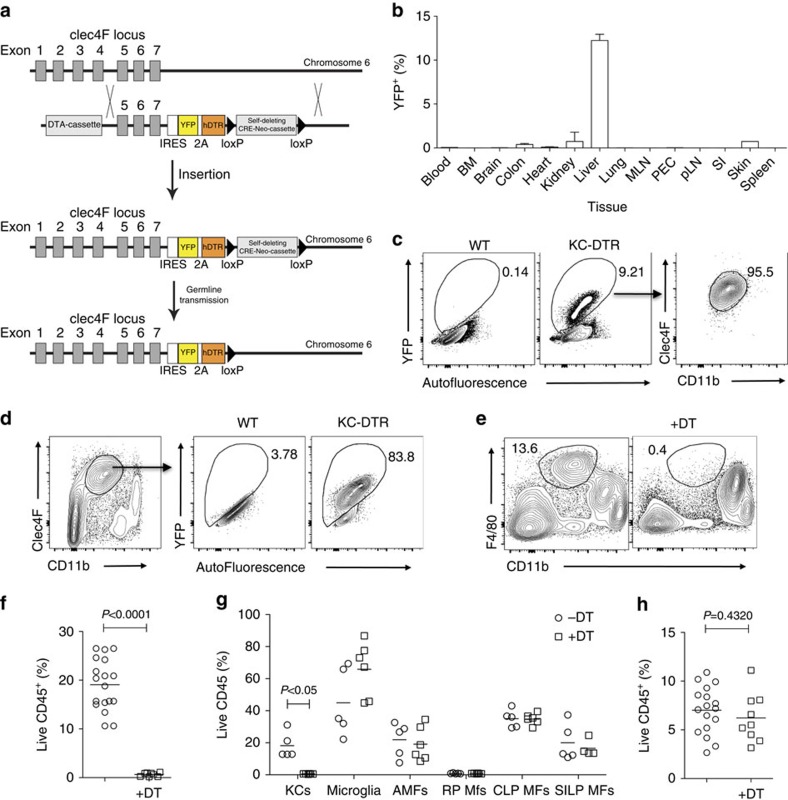
Generation and validation of KC-specific KC-DTR mice. (**a**) Schematic showing generation of KC-DTR mice. (**b**) Percentage of YFP-expressing cells amongst live cells in different tissues of KC-DTR mice. One experiment. *n*=3 per group. Error bars represent s.e.m. (**c**) Liver homogenates from KC-DTR mice or WT littermate controls were examined for YFP expression and YFP^+^ cells were examined for Clec4F and CD11b expression. Representative of three experiments. (**d**) YFP expression by Clec4F^+^CD11b^int^ KCs from KC-DTR mice or WT littermate controls. Representative of three experiments. (**e**) F4/80 and CD11b expression amongst live CD45^+^ cells 24 h post administration of DT to KC-DTR mice or WT littermate controls. Representative of five experiments. (**f**) Proportion of KCs amongst live CD45^+^ cells 24 h post administration of DT. Data are pooled from three experiments. *n*=18 (controls) or 8 (+DT). *P*<0.0001 two-way Student's *t*-test. (**g**) Tissue-resident mφs (AMFs, Alveolar mφs; CLP MFs, Colonic Lamina Propria mφs; RP MFs, splenic red pulp mφs; SILP MFs, Small intestinal Lamina Propria mφs) as percentage of Live CD45^+^ cells 18 h post DT administration to KC-DTR mice or WT littermate controls. Data are pooled from two experiments. *n*=5 for all groups except SILP Mφs +DT where *n*=4. *P*<0.05 two-way analysis of variance (ANOVA) with Bonferroni post-test. (**h**) Neutrophils and eosinophils as percentage of live CD45^+^ cells 24 h post administration of DT (+DT) compared with controls. Data are pooled from three experiments. *n*=17 (control) or 9 (+DT). *P*=0.4320 two-way Student's *t*-test.

**Figure 3:**
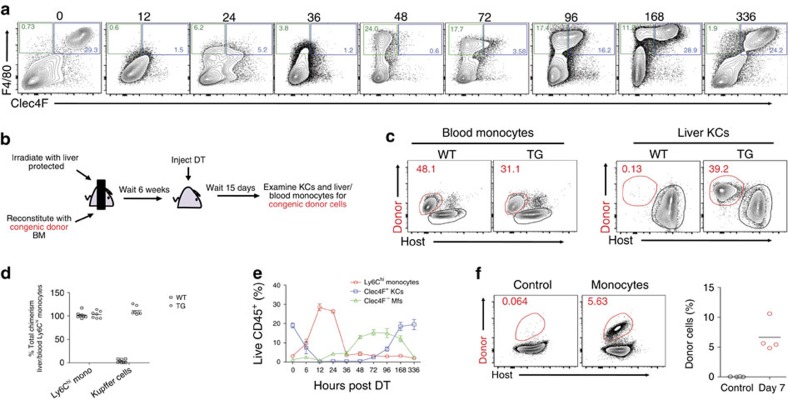
Depleted em-KCs are rapidly replaced by mo-KCs. (**a**) Expression of Clec4F and F4/80 at indicated time-points (h) post administration of DT. FACS-plots are pre-gated on Live CD45^+^SiglecF^−^Ly6G^−^Ly6C^−^ single cells. Data are representative of three experiments. (**b**) Schematic for generation of shielded chimeras to test origin of repopulating Clec4F^+^ mφs. (**c**,**d**) KC-DTR (TG) or WT littermate control (WT) shielded chimeras were administered DT and blood Ly6C^hi^ monocytes (live CD45^+^CD11b^+^Ly6G^−^Ly6C^hi^) and liver Clec4F^+^ mφs (live CD45^+^Ly6C^−^Ly6G^−^SiglecF^−^F4/80^+^Clec4F^+^) were examined for the proportion of congenic donor BM-derived cells. Percentage of total chimerism amongst liver Ly6C^hi^ monocytes and Clec4F^+^ KCs is shown. Chimerism amongst blood Ly6C^hi^ monocytes was set at 100%. Data are pooled from three experiments. *n*=8 (WT) or 7 (Tg). (**e**) Proportion of Ly6C^hi^ monocytes, Clec4F^+^ KCs and Clec4F^−^ mφs in the liver as a percentage of live CD45^+^ cells at various time-points post DT administration. Data are pooled from three experiments. *n*=18 (0h), 6 (6, 36h), 10 (12, 96h), 8 (24, 48, 72h), 12 (168h) or 7 (336h). Error bars represent s.e.m. (**f**) 8 × 10^5^–10 × 10^5^ BM Ly6C^hi^ monocytes (live CD45^+^CD11b^+^Ly6G^−^Ly6C^hi^CD115^+^) from WT congenic mice were transferred into DT-administered KC-DTRxCCR2^−/−^ recipients and 7 days later, live CD45^+^Clec4F^+^F4/80^+^CD11b^int^ KCs in the liver were examined for the presence of congenic donor cells. Data are pooled from two experiments. *n*=4 per group.

**Figure 4:**
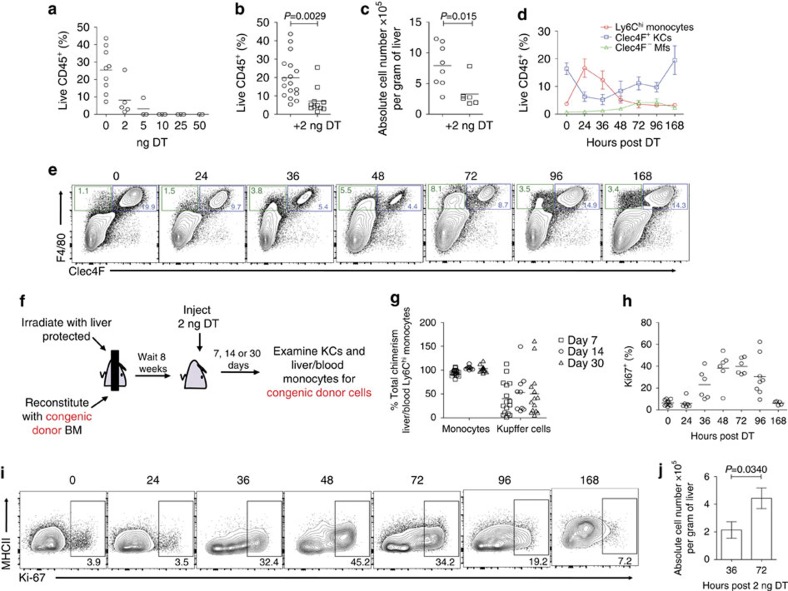
Mo-KCs compete with em-KCs for KC niche repopulation after partial depletion. (**a**) Percentage of KCs among live CD45^+^ cells 24 h following administration of various doses of DT. Data are from one experiment. *n*=9 (0 ng), 5 (2 ng), 3 (5, 10, 25 ng) or 2 (50 ng). (**b**) Percentage of KCs among live CD45^+^ cells in KC-DTR or WT littermate controls 24 h post administration of 2 ng DT. Data are pooled from 3 experiments. *n*=17 (control) or 11 (+2 ng DT). *P*=0.0029 two-way Student's *t*-test. (**c**) Absolute number of KCs per gram of liver tissue in KC-DTR or WT littermates 24 h post administration of 2 ng DT. Data are pooled from two experiments. *n*=8 (controls) or 6 (+2 ng DT). *P*=0.015 two-way Student's *t*-test. (**d**) Proportion of Ly6C^hi^ monocytes, Clec4F^+^ KCs and Clec4F^−^ mφs in the liver as a percentage of live CD45^+^ cells at various time-points post administration of 2 ng DT. Data are pooled from two experiments. *n*=11 (0 h), 6 (24, 36, 48, 72 h), 8 (96 h) or 5 (168 h). Error bars represent s.e.m. (**e**) Clec4F and F4/80 expression on total Live CD45^+^Ly6C^−^Ly6G^−^SiglecF^−^ cells from KC-DTR or WT littermate that received 2 ng DT at indicated time-points (h). (**f**) Schematic of shielded chimeras to determine origin of Clec4F^+^ KCs following partial KC depletion. (**g**) Percentage of total chimerism amongst Ly6C^hi^ monocytes and KCs in mice treated with 2 ng DT 7, 14 and 30 days earlier. Chimerism amongst blood Ly6C^hi^ monocytes was set at 100%. Data are pooled from three experiments. *n*=16 (d7), 9 (d14) or 14 (d30). (**h**) Percentage of Ki-67^+^ Clec4F^+^ KCs at indicated time-points post administration of 2 ng DT. Data are pooled from two experiments. *n*=11 (0 h), 6 (24, 36, 72 h), 8 (96 h) and 5 (168 h). (**i**) Ki-67 and MHCII expression on Clec4F^+^ KCs at indicated time-points (h) post administration of 2 ng DT. (**j**) Absolute number of KCs per gram of liver 36 and 72 h post partial depletion with 2 ng DT. Data are pooled from two experiments. *n*=6 per group. *P*=0.0370 two-way Student's *t*-test. Error bars represent s.e.m.

**Figure 5:**
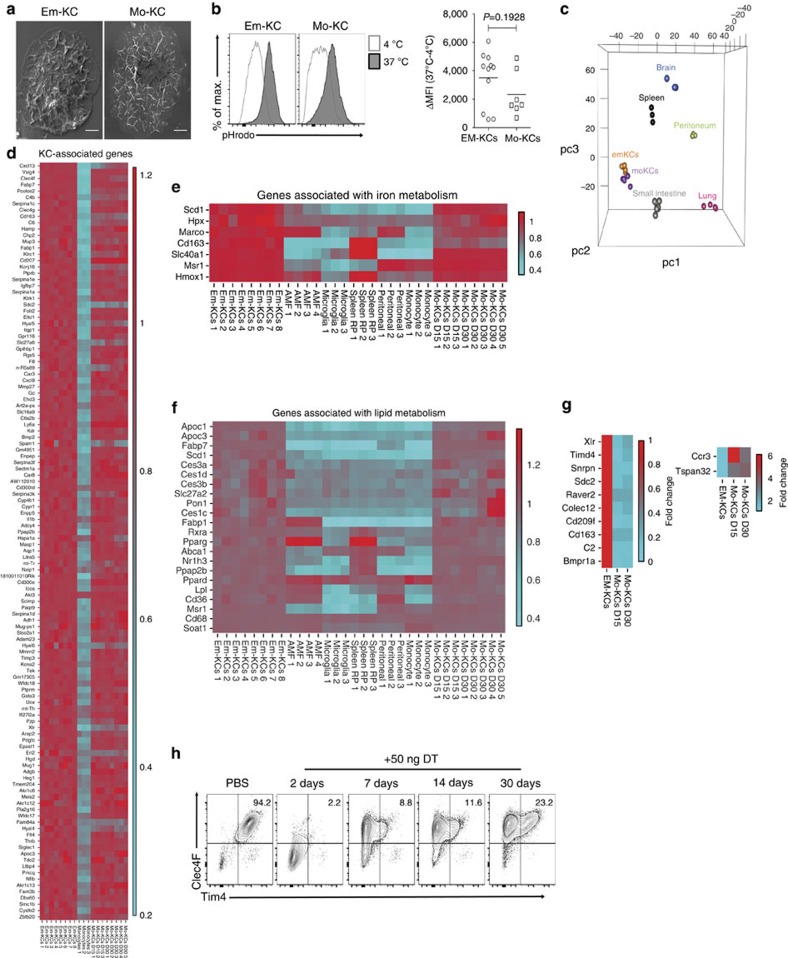
Mo-KCs are highly homologous to em-KCs. (**a**) SEM imaging of em-KCs and mo-KCs 30 days post DT administration. Scale bar, 4 μm. Images are representative of *n*=3 per group. (**b**) Uptake of *E. coli* bioparticles conjugated to the pH-sensitive fluorescent pHrodo dye by em-KCs and day 7 mo-KCs shown as Δ mean fluorescence intensity at 37–4 °C (control). Data are pooled from two experiments. *n*=7 (mo-KCs) or 11 (em-KCs). *P*=0.1928 Two-way Student's *t*-test. (**c**) Principle component analysis of em-KCs, mo-KCs (pooled day 15 and day 30 post DT) sorted as shown in Supplementary Fig. 5b and other tissue-resident mφ populations sorted by the Immgen Consortium. (**d**–**g**) Heatmap of fold change in expression of (**d**) top 100 genes enriched in Em-KCs when compared with all other tissue-resident mφ populations and blood Ly6C^hi^ MHCII^−^ monocytes, which were sorted and arrayed by the Immgen Consortium (**e**) core iron metabolism genes enriched in em-KCs (**f**) core lipid metabolism genes enriched in em-KCs and (**g**) all genes differentially expressed by at least 1.5-fold between em-KCs and mo-KCs at day 30. In all heatmaps, mean expression of each gene by em-KCs was set at one. (**h**) Clec4F and Tim4 expression by live CD45^+^CD11b^+^Ly6C^−^F4/80^+^ liver cells measured at 2, 7, 14 and 30 days post DT administration. Data are representative of 1–3 experiments at the various time-points with *n*=2–4 per group.

**Figure 6:**
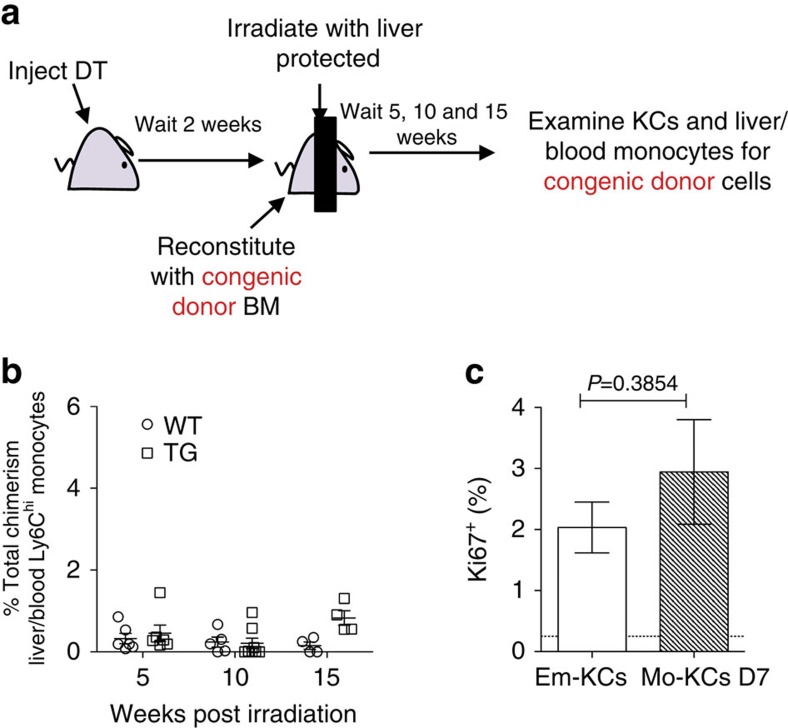
Mo-KCs acquire the capacity to self-renew. (**a**) Schematic of shielded chimeras to determine lifespan of mo-KCs. (**b**) Percentage of total chimerism amongst KCs in fully depleted (50 ng DT) KC-DTR (TG) and WT littermate controls. Chimerism amongst blood Ly6C^hi^ monocytes was set at 100%. Data are pooled from two experiments. *n*=6 (WT and TG 5weeks), 5 (WT 10 weeks), 8 (TG 10 weeks) or 4 (WT and TG 15 weeks). (**c**) Percentage of Ki-67^+^ em-KCs or mo-KCs at day 7 post administration of DT. Data are pooled from two experiments. *n*=6(em-KCs) and 7(mo-KCs). Dotted line represents FMO. *P*=0.3854, two-way Student's *t*-test. Error bars represent s.e.m.

**Figure 7:**
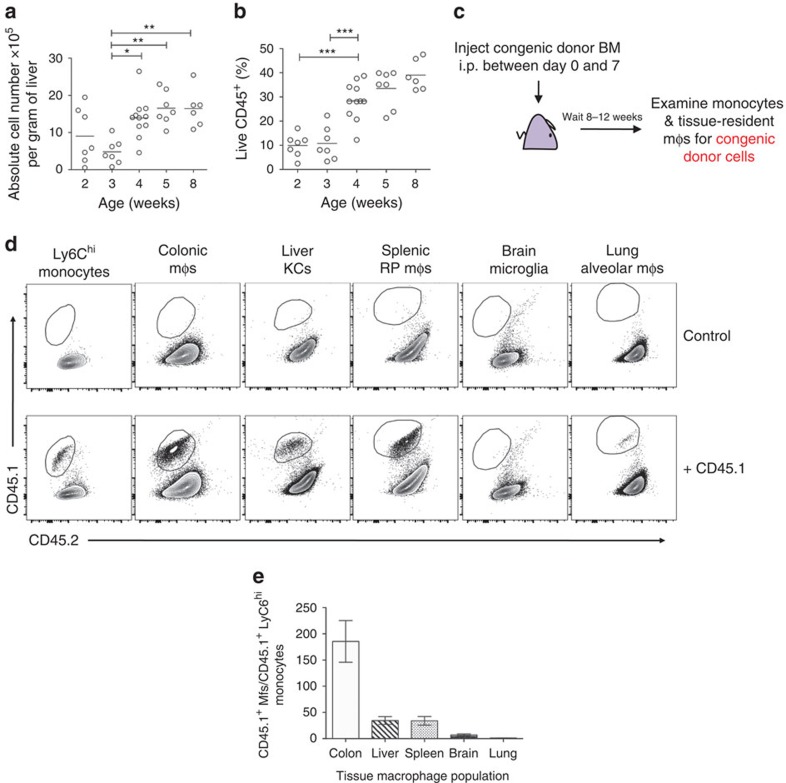
Mo-KCs are generated during normal liver growth in the first weeks of life. (**a**) Absolute number of KCs per gram of liver at indicated time-points after birth. Data are pooled from two experiments. *n*=7 (2, 3 ,5 weeks), 11 (4 weeks) or 6 (8 weeks). *P<0.05, **P<0.01. One way analysis of variance (ANOVA) with Bonferroni post-test. (**b**) Percentage of KCs among live CD45^+^ cells at indicated time-points after birth. Data are pooled from two experiments. *n*=7 (2, 3, 5 weeks), 11 (4 weeks) or 6 (8 weeks). ***P<0.001. One way ANOVA with Bonferroni post-test. (**c**) Schematic of adoptive transfer of congenic total BM to newborn pups to assess monocyte contribution to KC pool during growth. Mice were given a single injection of 8 × 10^6^ BM cells within the first 7 days after birth. (**d**) Representative FACS plots showing engraftment of congenic donor BM into liver Ly6C^hi^ monocytes, colonic macrophages, liver KCs, splenic red pulp macrophages, brain microglia and lung alveolar macrophages, gated as shown in Supplementary Fig. 2. (**e**) Ratio (%) of macrophages derived from CD45.1 congenic BM and Ly6C^hi^ monocytes derived from CD45.1 congenic BM 8–12 weeks post adoptive transfer (i.p.) of CD45.1 congenic BM to CD45.2 WT mice in the colon, liver, spleen, brain and lung. Data are pooled from five experiments. *n*=23. Error bars represent s.e.m.

# Supplementary material for: Bone marrow-derived monocytes give rise to self-renewing and fully differentiated Kupffer cells
**Source:** Nat Commun. 2016 Jan 27;7:10321. doi: 10.1038/ncomms10321
**Supplement:** Supplementary Information — Supplementary Figures 1-5 and Supplementary Table 1

## Supplementary Information:

### Supplementary Figures:

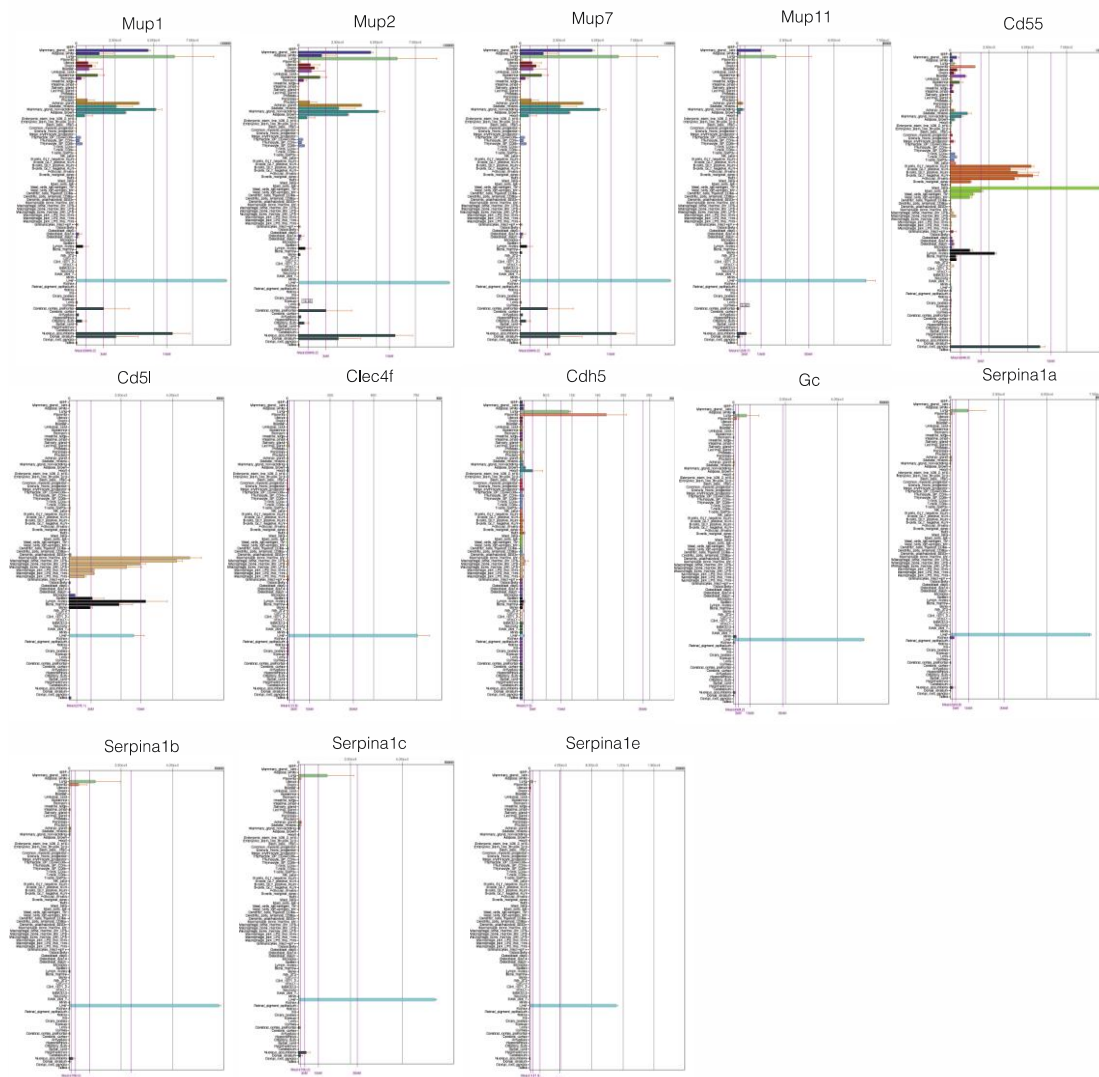

**Supplementary Figure 1: Tissue-wide expression of KC-specific genes.**

Graphs from BioGPS platform showing tissue-wide expression of indicated KC-specific genes identified from microarray analysis.

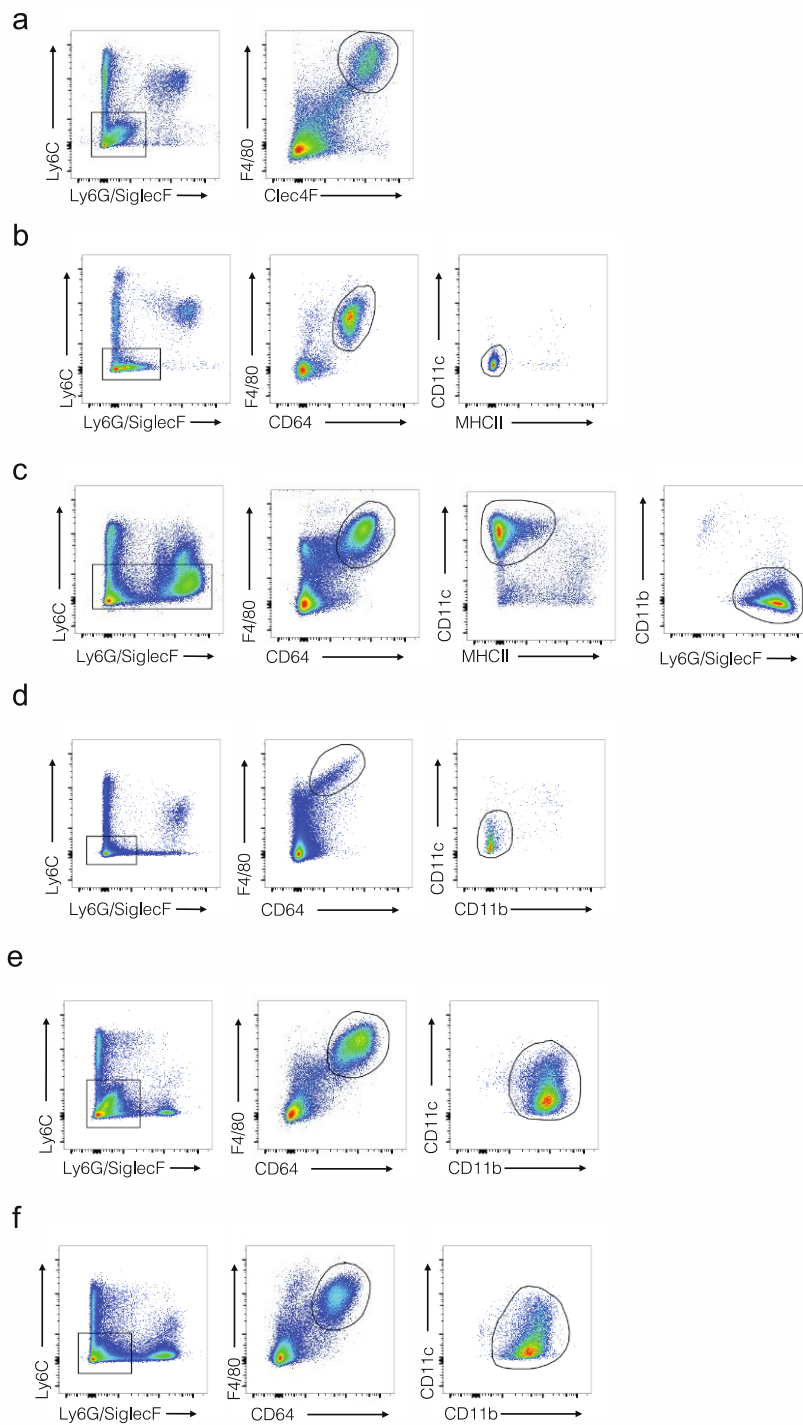

**Supplementary Figure 2: Gating strategies for tissue resident m $\phi$  populations.**  
**(a-f)** Representative FACS plot showing identification of (a) KCs, (b) Microglia, (c) Alveolar m $\phi$ s, (d) Red pulp m $\phi$ s, (e) Colonic LP m $\phi$ s and (f) SI LP m $\phi$ s from total live CD45<sup>+</sup> single cells.

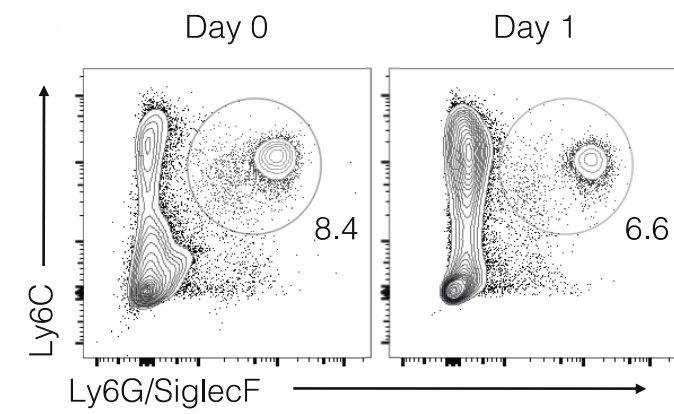

**Supplementary Figure 3: Administration of DT does not induce liver inflammation**

Ly6C and Ly6G/SiglecF expression in KC-DTR mice 1 day post administration of DT (Day 1) compared with untreated control (Day 0). Data are representative of 3 experiments. n=17(control) or 9(+DT).

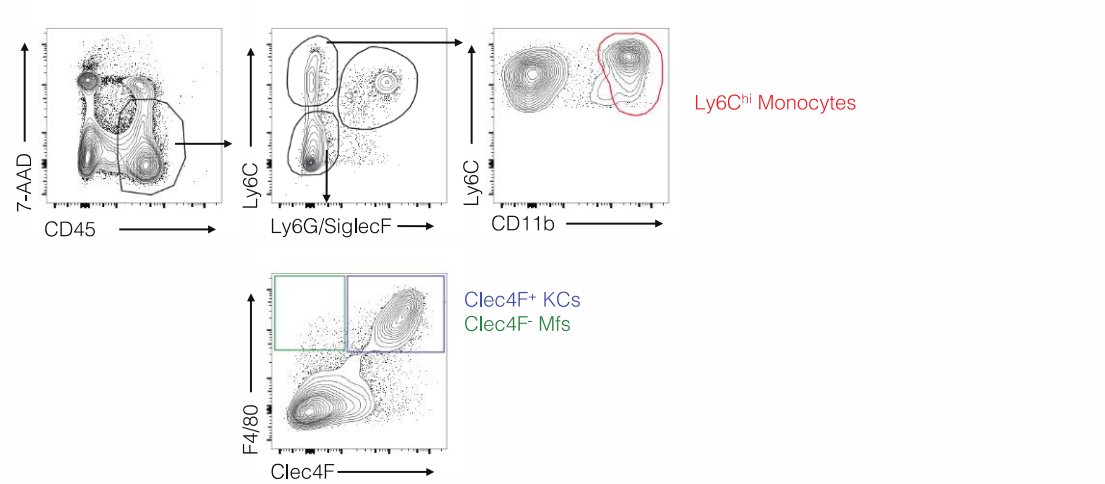

**Supplementary Figure 4: Gating strategies for liver Clec4F<sup>+</sup> KCs, Clec4F<sup>-</sup> Mφs and Ly6C<sup>hi</sup> monocytes.**

Representative FACS plot showing identification of Clec4F<sup>+</sup> KCs, Clec4F<sup>-</sup> mφs and Ly6C<sup>hi</sup> monocytes in the liver from total single cells.

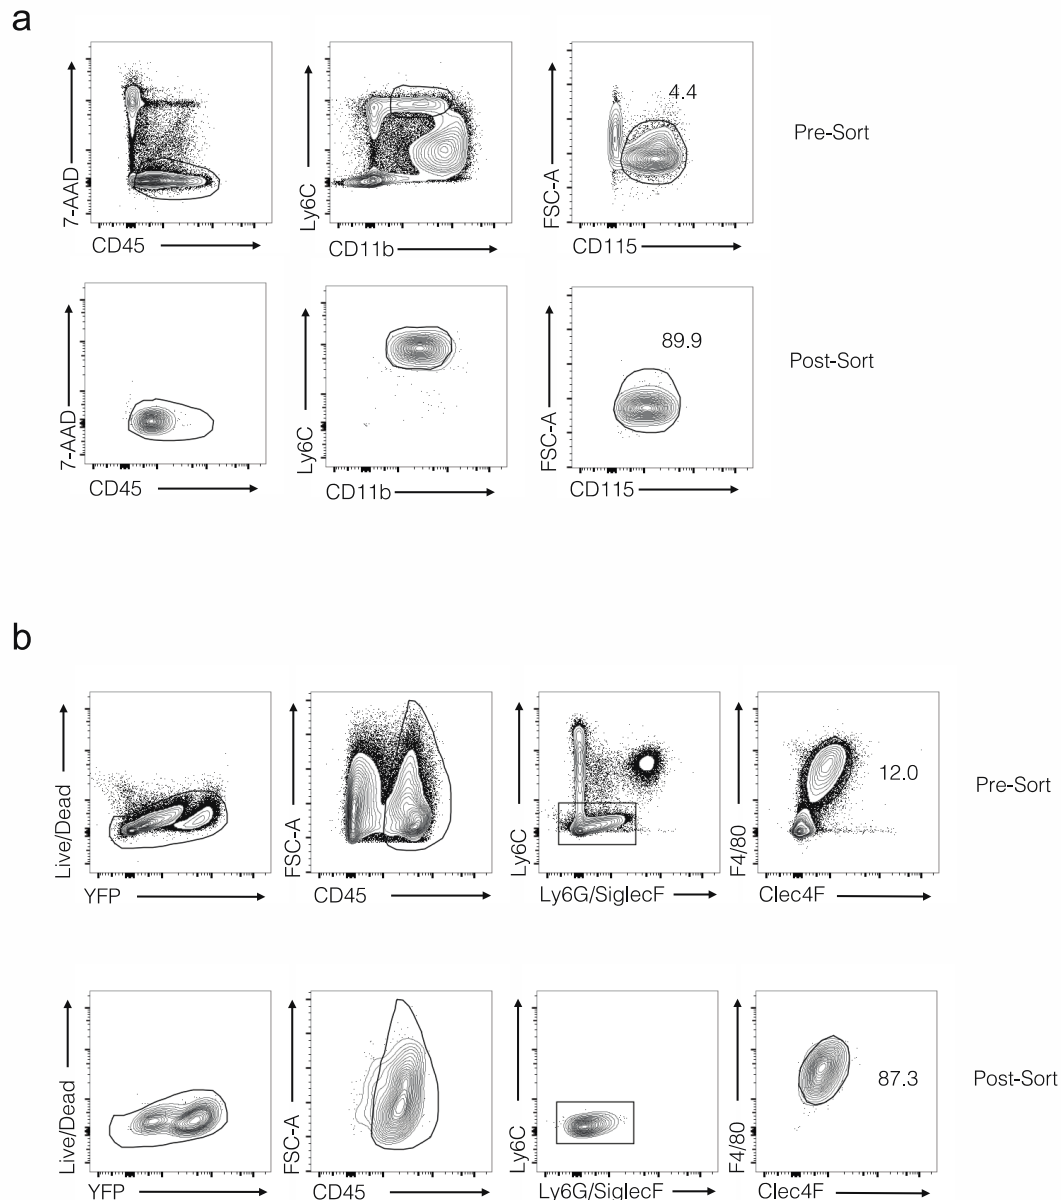

**Supplementary Figure 5: Sorting Strategies and purities.**

**(a)** Representative FACS plots showing sorting strategy and purity for BM Ly6C<sup>hi</sup> monocytes. Plots are pre-gated on single cells. Numbers represent % of total single cells. **(b)** Representative FACS plots showing sorting strategy and purity for em-KCs and mo-KCs for microarray analysis. Plots are pre-gated on single cells and numbers represent % of total single cells.

**Supplementary Table 1: Antibodies used**

| <b>Antibody</b> | <b>Clone</b> | <b>Source</b>  | <b>Dilution</b> | <b>Fluorochrome</b> |
|-----------------|--------------|----------------|-----------------|---------------------|
| CD11b           | M1/70        | Biolegend      | 1:500           | PECy7               |
| CD11c           | N418         | BD Biosciences | 1:400           | PECy7               |
| CD115           | AFS98        | eBioscience    | 1:100           | PE                  |
| CD45            | 30-F11       | BD Biosciences | 1:200           | AF700               |
| CD45.1          | A20          | BD Biosciences | 1:200           | PE                  |
| CD45.2          | 104          | BD Biosciences | 1:200           | PerCP-Cy5.5         |
| CD64            | X54-5/7.1    | BD Biosciences | 1:200           | AF647               |
| Clec4F          | Polyclonal   | R&D systems    | 1:100           | -                   |
| F4/80           | BM8          | BD Biosciences | 1:200           | Biotin              |
| Ki-67           | B56          | BD Biosciences | 1:100           | BV786               |
| Ki-67           | B56          | BD Biosciences | 1:100           | PerCP-eFluor710     |
| Ly6C            | HK1.4        | eBioscience    | 1:500           | eFluor450           |
| Ly6G            | 1A8          | BD Biosciences | 1:800           | PE                  |
| MHCII           | M5/114.15.2  | eBioscience    | 1:500           | APC-eFluor780       |
| SiglecF         | E50-2440     | BD Biosciences | 1:800           | PE                  |
| Streptavidin    | -            | Invitrogen     | 1:400           | QDot605             |
| Anti-goat IgG   | -            | Invitrogen     | 1:1000          | AF647               |

How the deposited data were processed for this re-analysis (not part of the article)

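Gene expression was measured on Affymetrix GeneChip Mouse Gene ST arrays in KCs sorted from mouse liver, with 1 array per sample and 19 arrays in all. The em-KC group holds 11 arrays of 5 conditions, and the mo-KC groups hold 3 arrays at day 15 and 5 arrays at day 30. The authors deposited log2 expression per probeset, made by Robust Multi-array Average with background correction and quantile normalization between arrays, and the software versions are not given in the sources used here. The values ran from 1.71 to 14.4 and were not centred per probeset. Of 35556 probesets, 21789 had 1 gene symbol in the gene tables, 1621 had several and 12146 had none, and the last 2 kinds were left out. No pair among the 171 pairs of arrays was identical.

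One value per gene was taken from the probeset with the highest mean over all arrays, following the Methods. The groups em-KCs, day 15 mo-KCs and day 30 mo-KCs were fitted together with limma 3.58.1 (lmFit and eBayes with default settings) in R 4.3.3, all tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over all 19938 genes with a threshold of 0.05. Mo-KCs of both days were compared through the mean of both group means. Comparisons among em-KC conditions used a fit with all 7 conditions. Genes were counted as alike only where the 95% confidence interval of the log2 difference lay within 1.5-fold. The 15% of genes with the highest variance entered the principal component analysis, as in the Methods, and component scores and distances were tested by exact permutation over every split of the arrays.

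In all, 30 gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry, adjusted over the lists of a comparison. The gene lists, the comparisons, their tests and the alternatives were set before the data were examined, except for those on the sets of 13 and 6 arrays, the count on the log2 scale and the tests of a common difference of the 6 arrays, of hepatocyte RNA, of the knock-in and of the share of KCs as causes of a pattern, which were chosen after seeing the data. Genes named in the text are those the paper names for the arrays, the gene labels read from Figs 1b and 5d-g, up to 10 genes higher and 10 lower with the largest difference among those called in a comparison for which every array of the group lay on the same side, up to 4 called members per list, and up to 5 higher and 5 lower genes for comparisons among em-KCs. Other genes named were chosen after their values were seen. Of 59 labels of the text and figures, 9 had no probeset of 1 gene, Snrpn among them. The Cd209 genes belong to a family whose probes may be shared.

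The alternatives covered the choice of em-KC arrays, the probeset per gene, a filter on dim genes, the normalization, the variance model, the methods' t-test, the replicate number as a block, covariates for hepatocyte, endothelium and Y-linked transcripts, the threshold, and leaving out each array. The fit was tested on simulated data with 200 changed genes. At 1.5-fold, 2-fold and 4-fold it called 83.6%, 95.5% and 100% of the changed genes with the group sizes of day 30, with 8 false calls among 19938 genes. With the group sizes of day 15 it called 62.7%, 91.0% and 98.5%, with 13 false calls, and between the days 49.3%, 86.6% and 100%, with 9 false calls. The number of arrays limits the precision. The paper's text does not say which em-KC arrays entered Fig. 5g or which test and threshold gave its gene count, and its statistics section names a Student's t-test and ANOVA with Bonferroni correction for the whole paper. Fig. 5d-f show 8 em-KC columns, while all 11 em-KC arrays entered the comparisons here. With the 8 arrays of the KC-DTR colony 213 genes were called at day 30, 137 at day 15 and 270 for both days in place of 157, 100 and 237. The Methods state that mice of both sexes were used, and the sex of each sample and the array batch are not given in the sources used here.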

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

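The tests of a common difference of the 6 arrays, of hepatocyte RNA, of the knock-in, of the share of KCs and of the array sets were chosen only after the result was seen, while the counts over other splits of the arrays were set earlier.

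Between the time points, the monocyte receptor gene Ccr2 changed by -2.29 on the log2 scale and Ptgs2 by -1.27, while Cxcl13 changed by 2.57 and Timd4 by 1.46. These are differences between groups, since each is the difference of the day 30 and day 15 effects against em-KCs and passed limma's threshold (adjusted p = 2.7e-05, 2.4e-04, 2.5e-05 and 5.1e-07). Over the 56 splits of the mo-KC arrays into 5 and 3, 2 gave at least the 4 calls of the real one, the real one included, so chance can be excluded. The other such split set day 30 replicates 3 to 5 against the remaining mo-KC arrays and called 1339 genes, far more than the 4 of the real one, which points to a structure of the samples. With the array set as a block, 8 genes were called between the days, and within the 13 arrays Ptgs2 did not pass (adjusted p = 0.0533 from limma).

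In samples that the paper does not compare, 3289 genes differed between WT em-KCs and the other em-KCs, and 2253 between untreated KC-DTR em-KCs and WT em-KCs (limma). With the hepatocyte covariate these counts were 202 and 184, and without KC-DTR replicate 3 the second was 957. In a simpler fit of 2 groups, 4168 genes were called for the first of these, and 1 of 100 splits, the real one, gave as many, with 12 as the highest of the others, so chance can be excluded. For the second, 1 of 10 splits gave 2253 or more, with 1 call as the highest of the others, and 10 splits are too few for a share under 0.05.

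Among the day 30 mo-KC arrays, replicate 4 lay far from the others in the mean of the neutrophil and eosinophil genes, with 5.68 against 5.51 to 5.52. Replicate 1 lay far from the others in the mean of the dendritic cell genes, with 6.82 against 6.65 to 6.70. Of 35 measures tested in these 5 arrays, 2 were this far out, and chance gives about 1 in 20.

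The first pattern weighed is the distance of the 6 arrays with low Y-linked genes (WT em-KCs and day 30 mo-KC replicates 3 to 5) from the other 13. A single difference common to these arrays, such as sex or array batch, would give day 30 replicates 3 to 5 the same change from replicates 1 and 2 that WT em-KCs show from the other em-KCs. The median ratio of these changes was 0.288 over 3285 genes (interquartile range 0.666), with 71.7% in the same direction. This lies between the bounds of 0.25 and 0.5 set for it, so a common difference and separate ones cannot be told apart. The ratio was 0.984 for 15 immediate-early genes, 0.572 for 45 hepatocyte genes, 0.376 for all genes lower in WT em-KCs and 0.196 for all genes higher there. For the higher genes, RNA of hepatocytes is a candidate source in WT em-KCs and day 30 replicates 4 and 5. Of 55 hepatocyte markers, 81.8% were higher in WT em-KCs and none was lower. Their mean was above the mean of the 13 arrays in 6 of 6 arrays. The share of markers is the observation that raised this source, so it is not a separate test of it. Day 30 replicate 3, at 7.13, did not stand apart, since the 13 arrays ranged from 6.66 to 7.54. Alb reached 12.50 and Apoa1 11.09 in WT em-KCs. Of the markers, 5 are also in another list and 40 lay above the median level of all genes in the 13 arrays. The sort on CD45, F4/80 and Clec4F would remove hepatocytes themselves. For the lower genes, the tables argue against hepatocyte RNA, since dilution lowers all KC transcripts alike. The median difference of the immediate-early genes was -1.17 and that of KC identity genes -0.14, which is -1.03 apart (exact permutation p = 0.00606). Xist and the Y-linked genes point to a difference in sex between the 6 and the 13 arrays. How much of the pattern comes from sex was not tested. Sex, colony, batch and cell isolation stay open as causes.

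The second pattern weighed is the set of 68 genes called at both days, 20 higher and 48 lower in mo-KCs. The tables argue against the knock-in or a strain variant, since untreated KC-DTR em-KCs differed from littermate em-KCs by a median ratio of -0.0520 of the mo-KC difference (interquartile range 0.307), with 1 of 68 genes at 0.5 or more in size. They also argue against a lower share of KCs as the cause of the lower genes. Of 40 KC identity genes, 35% had an interval that reached the median change of the 48 lower genes, -0.97, while 26 lay above it, 24 of them with an em-KC level above the median of all genes. The difference between the 13 and the 6 arrays is argued against as well. Arrays with low Y-linked genes were 3 of 11 in em-KCs, 0 of 3 at day 15 and 3 of 5 at day 30. Such a difference alone would shift the days in opposite directions, and 0 genes called at both days did so. With the array set as a block 100% of the 68 genes were called at both days. That fit adds little, since genes with the same direction at both days would mostly be kept. Over 100 splits of the arrays, 1 (the real one) gave 157 calls at day 30, with 4 as the highest of the others, 1 gave 100 calls at day 15, with 42 as the highest of the others, and 1 gave 246 calls for mo-KCs of both days in a simpler fit of 2 groups, with 1 as the highest of the others, so chance can be excluded for each. A difference in origin or in time since the cells entered the liver may explain the 68 genes. This remains a hypothesis found on these arrays. It was not tested, because the mo-KC arrays differ from the em-KC arrays in both. Array batch within each set is not given in the sources used here and stays open.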

How the results depend on the processing

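The alternatives on the sets of 13 and 6 arrays were chosen only after the result was seen, and the others were set before that. Unless a reason is given, the cause of a change was not tested.

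Named genes kept their direction and their side of the threshold in 5443 of 5612 values over 280 results, 134 fell short of the threshold, 35 passed it newly and 0 reversed. Clec4f between the days passed newly without day 30 mo-KC replicate 1 (-1.20). The shares of genes within 1.5-fold stayed at 86.5% to 92.7% for day 30 and 81.8% to 92.4% for day 15, and leaving out 1 array gave 87.3% to 91.8% and 79.3% to 89.4%. Mo-KCs parted from em-KCs in every alternative of the principal component analysis.

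For day 30 mo-KCs against em-KCs (157 genes), 11 of 20 alternatives set earlier gave a count within 1.5 times. The others gave 63 with only untreated KC-DTR em-KCs and 74 with only WT littermates given DT, which have fewer arrays, 49 with the replicate number as a block, 456 with the hepatocyte and 418 with the Y-linked covariate, 75 and 307 at an adjusted p under 0.01 and 0.1, 84 with the methods' t-test after adjustment and 2365 without. The array set as a block gave 514, the 13 arrays 65 and the 6 arrays 827. Leaving out 1 array gave 93 to 316, with 93 without day 30 replicate 3 or 4, 98 without replicate 5, 305 without replicate 1 and 316 without replicate 2. Among the genes of the array set fit were all 157, and 42 of them were called in the 13 arrays.

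For day 15 (100 genes), 15 of 20 were within 1.5 times, and the others gave 64 with only untreated KC-DTR em-KCs, 242 with array weights, 170 with the Y-linked covariate, and 66 and 1251 with the methods' t-test after and without adjustment. The array set as a block gave 168 and the 13 arrays 231. Leaving out 1 array gave 57 (without day 15 replicate 3) to 111. For both days together (237 genes), 14 of 20 were within 1.5 times, and the others gave 94 with only untreated KC-DTR em-KCs, 123 with only WT littermates given DT, 155 with the replicate block, 437 with the Y-linked covariate, 127 at 0.01 and 2309 with the t-test unadjusted. The array set as a block gave 465. Leaving out 1 array gave 157 (without day 15 replicate 3) to 252.

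Between the days (4 genes), the Y-linked covariate and the array set as a block gave 8 each, the t-test gave 0 after adjustment and 782 without, and leaving out 1 array gave 4 to 6. For untreated KC-DTR against WT em-KCs (2253 genes), the hepatocyte covariate gave 184, the Y-linked covariate 689, and 0.01 and 0.1 gave 836 and 3581. Leaving out 1 array gave 957 (without KC-DTR replicate 3) to 1930, with 1472 and 1469 without KC-DTR replicates 1 and 2. For WT against the other em-KCs (3289 genes), these gave 202, 787 and, at 0.01, 1484, and leaving out 1 array gave 2341 to 3368. For littermates given DT (1 gene, Hyal6), the count was 0 with each probeset on its own, the filter on dim genes, cyclic loess, the replicate block, the hepatocyte covariate, the Y-linked covariate or 0.01, 2 with quantile normalization again or the endothelium covariate, 24 with array weights and 23 at 0.1. Leaving out 1 array gave 0 to 2499, the highest without the only untreated littermate array, which leaves WT em-KCs as the reference.

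The distance of mo-KCs over the called genes, day 30 minus day 15, was -0.248 from the KC-DTR colony em-KCs in the 13 arrays (exact permutation p = 0.1, the smallest that these arrays allow).

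For the gene lists, 3736 of 4036 camera results over 210 tests kept direction and side, 203 fell short, 80 passed newly and 17 reversed. At day 30 these were hepatocyte genes with 8 em-KC arrays (adjusted p = 0.191 from limma), endothelium genes with the replicate block (0.0356) and in the 13 arrays (0.00689), immediate-early genes with the replicate block (0.245), the array set as a block (0.173) and in the 13 arrays (0.00269), and neutrophil and eosinophil genes with the filter on dim genes (0.0319, and 0.0256 at day 15 and 0.0188 for both days). For both days, immediate-early genes reversed with 8 em-KC arrays (0.0214). Between the days, hepatocyte genes reversed with the array set as a block (7.6e-20) and in the 13 arrays (1.8e-09), stellate cell genes with the array set as a block (0.663), and lipid (0.626) and endothelium (0.0157) genes in the 13 arrays. Endothelium genes reversed without WT em-KC replicate 2 in untreated KC-DTR against WT em-KCs (0.980, where leaving out 1 array gave 2.8e-04 to 0.980) and without the untreated littermate array in littermates given DT (0.0170, where leaving out 1 array gave 8.9e-04 to 0.968).

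No source says that replicate numbers pair the arrays. Of 36 pairs with the same number, 5 had a correlation over 0.1 (mean 0.0183), while 55.6% of arrays correlated best with an array of their own number. Whether the replicate block removes a shared difference stays open. The number of arrays limits the comparison between the days most among the 3 simulated, where 1.5-fold changes were called in 49.3% of genes, against 62.7% at day 15 and 83.6% at day 30.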

Differences from the paper's values

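The paper's count of genes that differed between mo-KCs and em-KCs is 54, and its text does not name the day for this count. Fig. 5g, which it cites there, shows mo-KCs at day 30. Here 237 genes were called for mo-KCs of both days, 157 at day 30 and 100 at day 15 (limma, adjusted p under 0.05). The paper states no threshold or test for this count. Of 39 alternatives for both days together, all set before the data were examined, none came within 1.5 times the paper's count, and they ranged from 94 to 2309. The array set as a block gave 465 and the 13 arrays with high Y-linked genes gave 259, both chosen after seeing the values. For 1 day at a time, the count fell within 1.5 times the paper's under some settings. At day 30 these were 49 with the replicate number as a block, 63 with only untreated KC-DTR em-KCs, 74 with only WT littermates given DT, 75 at an adjusted p under 0.01, and 65 in the 13 arrays with high Y-linked genes, a setting chosen after seeing the values. At day 15 they were 64 with only untreated KC-DTR em-KCs, 68 at an adjusted p under 0.01, 66 with the methods' t-test after adjustment, and 57 to 77 without 1 of the day 15 arrays.

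The paper's folds lie nearer to the values here on the log2 scale than to those on the linear one. On the log2 scale, 14 genes changed by at least 1.5 at day 30, against the paper's 12. Cd209f changed by -2.90 at day 30, -3.55 at day 15 and -3.23 over both days, against the paper's 3.5. Over both days, 16 genes changed by at least 1.5. This scale was chosen after seeing the values. On the linear scale, 93 genes changed by at least 1.5-fold at day 30, and Cd209f differed by 7.47-fold there.

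The paper gives Cd209f as the gene with the greatest difference. Over both days Cd209f was also the largest here. At day 30 C2 had a larger difference (-3.02 against -2.90 on the log2 scale), and at day 15 Cxcl13 (-4.04) and Timd4 (-3.75) had larger ones than Cd209f (-3.55). All 11 measured genes of Fig. 5g differed in both time points here.

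The paper states, citing Fig. 5g, that day 30 mo-KCs lie closer to em-KCs than day 15 mo-KCs. This held for 163 of 237 called genes, while over all 19938 genes 9761 were closer and the distance was 0.282 at day 30 and 0.249 at day 15 (exact permutation p = 0.339). Within the 13 arrays with high Y-linked genes, a set chosen after seeing the values, the distance over all genes from their 8 em-KC arrays ran the paper's way. It was 0.201 at day 30 and 0.233 at day 15 (exact permutation p = 0.1, the smallest that 10 splits allow). There 9208 of the 19938 genes (46.2%) were closer at day 30, with 2 arrays at day 30 and 3 at day 15. No share for unchanged genes is given here, so the shares over all genes do not speak for or against the paper. Of the called genes, 177 of 237 were closer within the 13 arrays, and these genes were chosen for their difference in the mo-KC arrays. Of the 11 measured genes of Fig. 5g, 1 was called between the days, higher at day 30, and 10 were not called (limma). How many of these 11 genes lay closer at day 30 was not tallied.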

Other observations

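The tests within the sets of 13 and 6 arrays were chosen only after the result was seen, while the gene lists and the count for littermates given DT over other splits of the arrays were set earlier.

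Some genes of MHC class II presentation were higher in mo-KCs. H2-Eb1, an MHC class II chain, rose by 0.92 at day 15 and 0.75 at day 30 (adjusted p = 0.00585 and 0.00651 from limma), and in the 13 arrays with high Y-linked genes its day 30 difference was 0.82 and did not pass (adjusted p = 0.0554 from limma). Without day 15 replicate 2 or replicate 3 its day 15 difference did not pass either (adjusted p = 0.0639 and 0.0949 from limma). H2-Ab1 rose by 0.50 at day 30 (adjusted p = 0.00619 from limma), while its day 15 difference of 0.46 fell short of the threshold (adjusted p = 0.0611 from limma). Its day 30 difference, 0.48 in the 13 and 0.54 in the 6 arrays, did not pass in either (adjusted p = 0.313 and 0.0513 from limma). Of 12 genes of MHC class II presentation, 6 were higher and none lower for both days together (7 when adjusted over the list alone), and 2 were higher at day 30 and 1 at day 15. As a set they passed with an estimated correlation at day 30 and day 15 (adjusted p = 0.0184 and 0.00716 from limma camera). At day 30 they did not pass so within the 13 or the 6 arrays (adjusted p = 0.0595 and 0.202 from limma camera). Their mean difference at day 30 was 0.24 over all arrays, 0.29 in the 13 arrays and 0.27 in the 6 arrays. With the array set as a block the set did pass so at day 30 (adjusted p = 0.0214 from limma camera), with 4 of 12 genes higher. Of the 6 genes higher for both days together, H2-DMa and Ciita did not pass with 8 em-KC arrays (adjusted p = 0.0539 and 0.0508 from limma). H2-DMa did not pass either without day 15 replicate 2 or 3 or day 30 replicate 1 or 4 (adjusted p from 0.0513 to 0.116 from limma). Ciita did not pass without day 15 replicate 3 (adjusted p = 0.0540 from limma). Cx3cr1 was higher by 2.43 at day 15 and 1.16 at day 30 (adjusted p = 2.8e-06 and 0.00383 from limma), and at day 30 it did not pass in the 6 arrays (0.57, adjusted p = 0.121 from limma). Of 17 genes of monocyte-derived liver macrophages other than KCs, 4 were higher and none lower at each day, 10 at day 15 and 7 at day 30 when adjusted over the list alone. That list holds Ccr3 and Tspan32, which the study picked on these arrays.

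Genes of cell division were higher at day 15 as a set, with 20 of 37 higher when adjusted over the list alone and 0 over all genes (limma camera, adjusted p = 2.7e-26, and 0.00954 with an estimated correlation). The set did not pass within the 13 arrays with an estimated correlation (adjusted p = 0.0793 from limma camera). Its mean difference at day 15 was 0.41 there and 0.44 over all arrays. With the array set as a block it passed with an estimated correlation (adjusted p = 0.0161 from limma camera). The mean of these genes was 7.50, 7.10 and 7.88 in day 15 replicates 1, 2 and 3, and replicate 2 lay within the em-KC range of 6.89 to 7.24. Mki67 and Top2a, picked after their values were seen, were higher by 0.75 and 0.78 at day 15, short of the threshold (adjusted p = 0.359 and 0.266 from limma), and the difference between the days did not pass for the set with an estimated correlation (adjusted p = 0.315 from limma camera). Genes of splenic red pulp macrophages were lower, 6 of 14 at day 30 and 1 at day 15 (9 and 4 when adjusted over the list alone), and 1 of 14 at day 30 within the 13 arrays. Among them were Vcam1 by -0.82 and Gfra2 by -0.83 at day 30 (adjusted p = 0.0014 and 0.0053 from limma), neither of which passed in the 13 arrays (-0.67 and -0.63, adjusted p = 0.255 and 0.0772 from limma). Of 29 genes of efferocytosis and scavenger receptors, 5 were lower at each day. Of 17 complement genes 3 were lower at each day and Cfb was higher at day 15 by 0.72 (adjusted p = 0.00561 from limma, and 0.0921 without day 15 replicate 3). No count for these lists is given here without genes that the study picked on these arrays, such as C2 and Timd4, or without genes of KC identity. The counts are thus not separate evidence of a loss.

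Among em-KCs, WT arrays had 45 of 55 hepatocyte genes higher than the other em-KCs and none lower, 15 of 25 immediate-early genes lower and none higher, 14 of 31 inflammatory genes lower and 1 higher, and 6 of 37 endothelium genes lower and none higher (limma). None of these sets passed with an estimated correlation (adjusted p = 0.323, 0.456, 0.395 and 0.662 from limma camera). The reference for WT littermates given DT was WT em-KCs and the untreated littermate, without the untreated KC-DTR em-KCs, and 3 of its 4 arrays have low Y-linked genes while all 4 littermates given DT have high ones, so DT and the array set are largely confounded there. In WT littermates given DT, 1 gene was called against WT em-KCs and the littermate without DT, Hyal6, which was higher by 1.55 (adjusted p = 0.0456 from limma), and 1938 genes had an unadjusted p under 0.05. Hyal6 did not pass without day 15 littermate replicate 1, day 30 littermate replicate 1 or 2, or WT replicate 1 or 2 (adjusted p from 0.0519 to 0.313 from limma). Of 35 splits of these arrays, 4 gave at least the 5 calls of the real one in a simpler fit of 2 groups, the real one included, with 291 as the highest of the others, so chance cannot be excluded.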
